# Genome-wide identification and expression analysis of the *Eriobotrya japonica TIFY* gene family reveals its functional diversity under abiotic stress conditions

**DOI:** 10.1186/s12864-024-10375-2

**Published:** 2024-05-14

**Authors:** Xulin Li, Ke Wen, Ling Zhu, Chaoying Chen, Tuo Yin, Xiuyao Yang, Ke Zhao, Yinqiang Zi, Huiyun Zhang, Xinping Luo, Hanyao Zhang

**Keywords:** Loquat, *TIFY* gene family, Evolution, Abiotic stress, Expression profile

## Abstract

**Background:**

Plant-specific TIFY proteins are widely found in terrestrial plants and play important roles in plant adversity responses. Although the genome of loquat at the chromosome level has been published, studies on the TIFY family in loquat are lacking. Therefore, the *EjTIFY* gene family was bioinformatically analyzed by constructing a phylogenetic tree, chromosomal localization, gene structure, and adversity expression profiling in this study.

**Results:**

Twenty-six *EjTIFY* genes were identified and categorized into four subfamilies (ZML, JAZ, PPD, and TIFY) based on their structural domains. Twenty-four *EjTIFY* genes were irregularly distributed on 11 of the 17 chromosomes, and the remaining two genes were distributed in fragments. We identified 15 covariate *TIFY* gene pairs in the loquat genome, 13 of which were involved in large-scale interchromosomal segmental duplication events, and two of which were involved in tandem duplication events. Many abiotic stress cis-elements were widely present in the promoter region. Analysis of the Ka/Ks ratio showed that the paralogous homologs of the *EjTIFY* family were mainly subjected to purifying selection. Analysis of the RNA-seq data revealed that a total of five differentially expressed genes (DEGs) were expressed in the shoots under gibberellin treatment, whereas only one gene was significantly differentially expressed in the leaves; under both low-temperature and high-temperature stresses, there were significantly differentially expressed genes, and the *EjJAZ15* gene was significantly upregulated under both low- and high-temperature stress. RNA-seq and qRT-PCR expression analysis under salt stress conditions revealed that *EjJAZ2*, *EjJAZ4*, and *EjJAZ9* responded to salt stress in loquat plants, which promoted resistance to salt stress through the JA pathway. The response model of the *TIFY* genes in the jasmonic acid pathway under salt stress in loquat was systematically summarized.

**Conclusions:**

These results provide a theoretical basis for exploring the characteristics and functions of additional *EjTIFY* genes in the future. This study also provides a theoretical basis for further research on breeding for salt stress resistance in loquat. RT-qPCR analysis revealed that the expression of one of the three *EjTIFY* genes increased and the expression of two decreased under salt stress conditions, suggesting that *EjTIFY* exhibited different expression patterns under salt stress conditions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10375-2.

## Background

The *TIFY* family, first identified in *Arabidopsis thaliana*, is a family of plant-specific genes involved in process regulation, such as growth, development and stress responses, and biosynthesis of secondary metabolites [1, 2]. The *TIFY* family is named after the highly conserved TIFY structural domain, previously known as zinc finger protein expressed in inflorescence meristematic tissues (ZIM) [3, 4]. The *TIFY* gene family can be divided into four subfamilies based on its different structural domain characterization and systematic analysis, e.g., TIFY, PPD, JAZ, and ZML. Among these four subfamilies, the TIFY subfamily contains only TIFY structural domains, while the other subfamilies have specific structural domains in addition to TIFY structural domains [5]; the ZML subfamily of proteins can respond to the DNA-binding C2C2-GATA zinc finger structural domain and a CCT structural domain involved in protein interactions; the JAZ subfamily contains the CCT_2 conserved structural domain; and the PPD subfamily proteins have a unique PPD structural domain at the N-terminal end and a truncated Jas structural domain lacking the conserved PY residue [6, 7].

*TIFY* plays a crucial role in plant growth and development and is widely involved in the developmental processes of organs and tissues such as stems, leaves, and flowers. In particular, the JAZ subfamily can serve as a vital component of the JA signaling pathway, which is involved in plant reproductive development. Upregulation of *AtJAZ7* resulted in early flowering in *A. thaliana* [8]; furthermore, *AtJAZ1*, *AtJAZ8*, and *AtJAZ11*, as well as the targeting of *MYB 21* and *MYB 24*, specifically regulate male fertility [9]. Based on the vital role of the *TIFY* gene family in plant growth and development, the *TIFY* gene family has been characterized in *A. thaliana* [4], *Oryza sativa* [10], *Vitis vinifera* [7], *Malus domestica* [11], *Prunus persica* [2] and *Populus trichocarpa* [12]. In addition, functional information on various TIFY proteins has been obtained, demonstrating their regulatory roles in plant growth and development and their responses to biotic and abiotic stresses [1, 13]. Overexpression of *GsJAZ2* has been shown to enhance salinity tolerance in *Glycine max* [14]; salt-induced overexpression of *OsJAZ8* in early *O. sativa* resulted in greater salt stress tolerance than did wild type during development [15]; overexpression of *AtJAZ1* or *AtJAZ4* reduced the response of *A. thaliana* to extreme temperature stress by modulating the jasmonate signaling pathway [16]; and overexpression of *GsTIFY10* enhanced the tolerance of wild *G. max* to bicarbonate stress [17]. It has been predicted that in the future, the timing and relative intensity of abiotic stresses will become more unpredictable and extreme [18]. In addition, the impact of multiple stresses (heat and salt) on plant growth and development is expected to increase significantly under the influence of climate change [19]. Although the use of combined bioinformatic and transcriptomic approaches is more conducive to exploring the mechanisms of plants in response to abiotic stresses, it is particularly vital to reveal the mechanisms of the loquat *TIFY* gene family in response to abiotic stresses.

Loquat *(Eriobotrya japonica)* is a plant of the Rosaceae family originating from subtropical China. It is an evergreen tree species, and the planted area and total production of *E. japonica* in China are high [20]. Its fruit is delicious, popular, and has traditional medical effects. The fruits and leaves of *E. japonica* are the parts with the highest economic value, and these fruits are used for making drinks, jams, and preserved fruits, in addition to direct consumption; the leaves of this plant can be utilized as a traditional Chinese herbal medicine, which has the effects of cleaning the lungs and stomach, relieving coughs and resolving phlegm [21]. Nevertheless, the growth and development of *E. japonica* are sensitive to changes in environmental factors such as temperature, salt, and gibberellin, which leads to a decrease in the yield and quality of *E. japonica* fruits. Although the current studies on the genetic aspects of *E. japonica* have focused mainly on the expression regulation and functional analysis of the genes regulating the flowering time of triploid *E. japonica* and these studies identified the genes involved in the control of *E. japonica* flowering time [22], the study of the *E. japonica TIFY* gene family under salt stress has not yet provided any relevant reports. Therefore, it is vital to study the regulatory mechanisms of *E. japonica* under abiotic stress to maintain its economic value. In this study, we identified 26 *EjTIFY* genes categorized into four subfamilies. Comprehensive analyses of gene structure, motif composition, cis-acting elements in promoters, chromosomal distribution, gene duplication, and phylogenetic and covariate relationships were completed. We also analyzed the expression profiles of three *TIFY* genes (*EjJAZ2*, *EjJAZ4*, and *EjJAZ9*) among the genes related to salt treatment-related DEGs in the leaves of *E. japonica* under temperature and salt stress conditions via RNA-seq. These three genes were also shown to be differentially expressed in the jasmonate pathway, and qRT-PCR expression analysis of three salt stress-responsive genes was performed. The results of this paper can provide valuable information for future functional analysis of the *TIFY* gene family.

## Results

### Identification of the *EjTIFY* gene family and analysis of its physicochemical properties

A total of 26 *TIFY* genes were identified in the whole genome of *E. japonica* via BLAST and HMMER searches. The conserved structural domains in their coding protein sequences were further examined using a CDD search of the NCBI database. The 26 *TIFYs* were categorized into four subfamilies based on motif and structural domain composition. Two proteins with only one TIFY structural domain belonged to the TIFY subfamily and were named EjTIFY1 and EjTIFY2. The remaining 24 proteins had Jas motifs in addition to the TIFY structural domain. Of these Jas motif-containing proteins, 16 proteins with only TIFY structural domains and Jas motifs belong to the JAZ subfamily and are named EjJAZ1 to EjJAZ16. One of the remaining proteins has no P or Y residues in the Jas motif, which makes them identical to the PDD subfamily; this protein is named EjPPDl and contains TIFY structural domains, a GATA zinc finger structural domain, a Jas motif, and a CCT motif. The remaining seven proteins belonged to the ZML subfamily and were named EjZML1 to EjZML7. We identified 16 JAZ, 1 PPD, 2 TIFY, and 7 ZML proteins in *E. japonicas* (Table S2). The results of the physicochemical property analysis of these 26 proteins showed (Fig. 1) that the number of amino acids in the EjTIFY protein varied from 114 aa (EjJAZ5) to 445 aa (EjTIFY2). The predicted molecular weights of EjTIFYs also highly changed, within the range of 13.05 kDa (EjJAZ5) to 47.22 kDa (EjTIFY2). Sixteen of the 26 EjTIFYs had theoretical PI values greater than 7, indicating that most TIFY proteins in *E. japonica* are fundamental. Subcellular localization analysis (Table S2) revealed that the remaining 22 proteins were located in the nucleus, except for EjJAZ11 and EjJAZ14, which are located on chromosomes; EjPPD1, which is located in the mitochondria; and EjZML2, which is located in the *Golgi apparatus*.

**Fig. 1:**
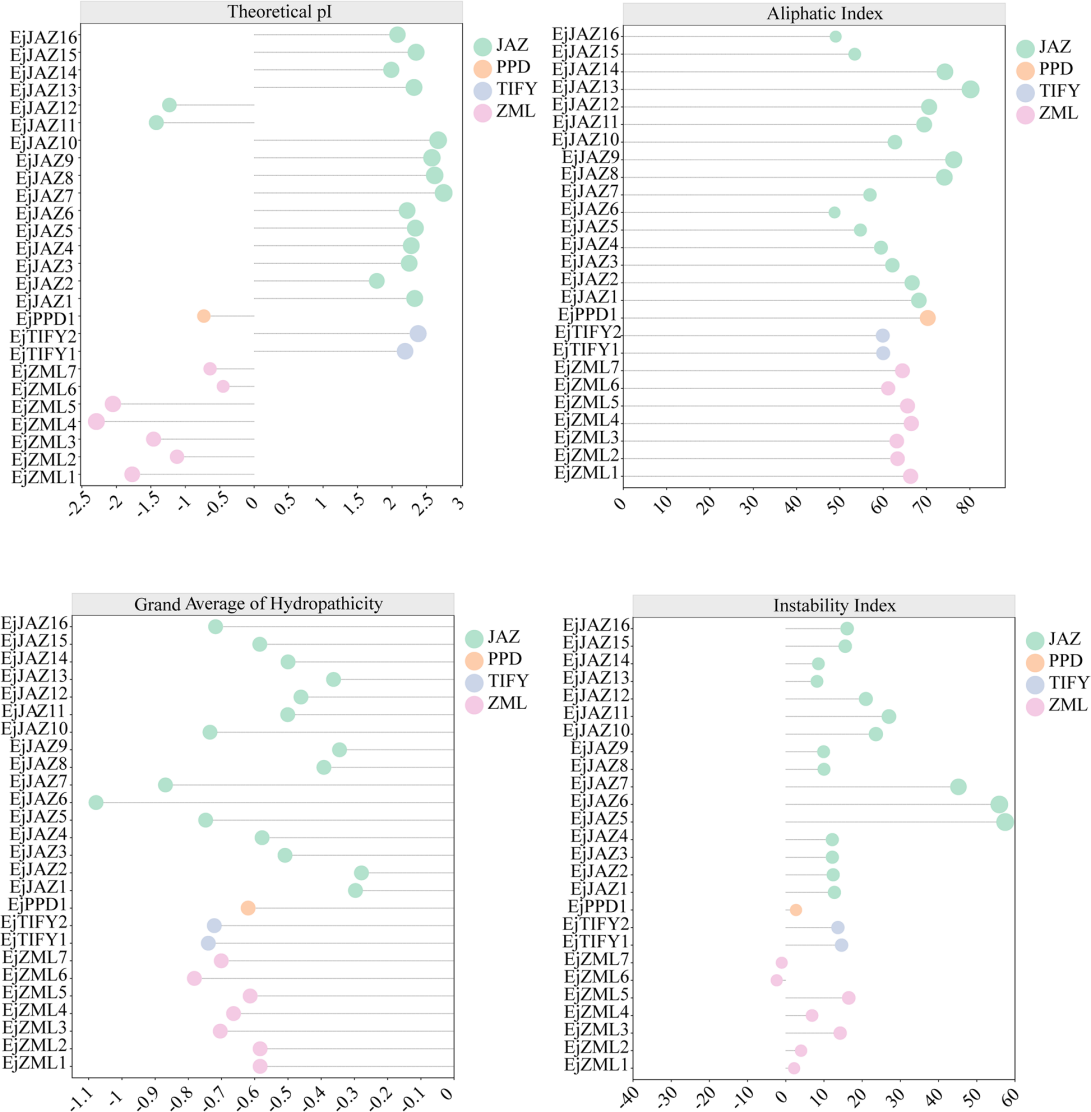
Physicochemical property analysis of *EjTIFY* family members. The isoelectric point, lipolysis index, hydrophilic index, and instability coefficient of the *EjTIFY* genes are indicated in the figure

### Phylogenetic analysis

The TIFY protein sequences of *E. japonica, A. thaliana*, *O. sativa*, *V. vinifera*, *M. domestica*, and *P. persica* were aligned with each other via MAFFT software to clarify the evolutionary relationships between the *EjTIFY* gene family and other species. Multiple TIFY protein sequences were compared, and a phylogenetic tree was constructed using the maximum likelihood method. Based on the results of the phylogenetic tree and the classification of TIFY proteins in other species [23–25], the TIFY proteins were categorized into nine subfamilies, namely, JAZ I-VI, PPD, TIFY, and ZML (Fig. 2). Among them, the JAZ subfamily had the greatest number of proteins, including 12 AtJAZ proteins, 16 EjJAZ proteins, 18 MdJAZ proteins, 15 OsJAZ proteins, 10 PpJAZ proteins, and 11 VvJAZ proteins. The TIFY subfamily had the lowest number of genes, with only 2 EjTIFY and 1 AtTIFY protein. No monocotyledons were in the PPD or TIFY subfamilies, consistent with previous studies [7]. There were two AtPPD proteins, two VvPPD proteins, one EjPPD protein, two MdPPD proteins, and one PpPPD protein in the PPD subfamily and one AtTIFY protein and two EjTIFY proteins in the TIFY subfamily. Further analysis revealed that the number of TIFY genes in *E. japonica* and *M. domestica* was greater than that in *A. thaliana*. This may be related to the fact that *E. japonica* and *M. domestica* have undergone more fusion and duplication events during the evolutionary process [26]. As a dicotyledonous plant, *E. japonica* is more closely related to *A. thaliana*, *V. vinifera*, *P. persica*, and *M. domestica*. Based on the evolutionary tree showing that *E. japonica* and dicotyledonous plants (*M. domestica*) have a significantly greater number of clusters on the same branch than other species, it can be further inferred that *E. japonica* is more closely related to the dicotyledonous plant *M. domestica*.

**Fig. 2:**
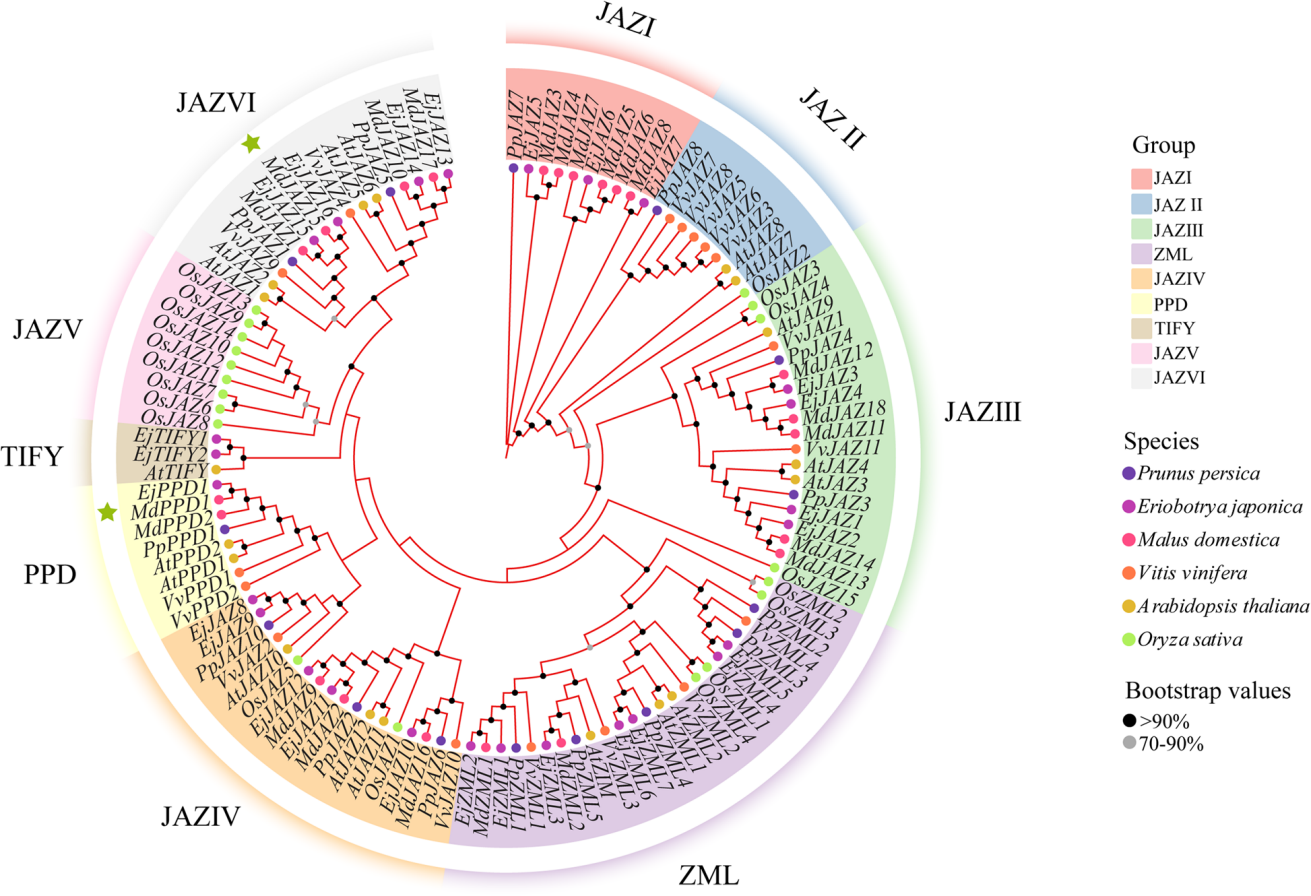
Phylogenetic relationships of the TIFY proteins of *E. japonica*, *A. thaliana*, *O. sativa* (*O. sativa*), *V. vinifera*, *M. domestica*, and *P. persica*, with the green pentagrams indicating that the relevant function of the gene has been demonstrated

### Conserved motif analysis and gene structure analysis

To further reveal the structural and functional features of *EjTIFY*, the conserved structural motifs of the EjTIFY protein were analyzed using the online website MEME. Ten conserved motifs in the *E. japonica* JAZ, PPD, TIFY, and ZML proteins were identified. The results show (Fig. 3B) that the number of motifs in JAZ, PPD, TIFY, and ZML members varied from 3 to 7. All members of the *E. japonica* JAZ, PPD, TIFY, and ZML proteins shared motif 2 and motif 5. In addition, certain motifs were restricted to specific subfamilies, such as motif 3 and motif 4, which belong to the ZML subfamily, and motif 7, which is included in the JAZ I group. In general, members of the same subfamily or group usually have the same type and number of motifs, and the distribution of motifs is usually the same. For example, members of the TIFY subfamily contain four main motifs, members of the PPD subfamily have three main motifs, members of the JAZ I subfamily have seven major motifs, members of both the JAZ II and JAZ IV subfamilies have three main motifs, and members of the JAZ III subfamily contain mainly four motifs, and three to four motifs are included in the JAZ VI subfamily.

Exon-intron structure plays a vital role in the evolution of gene families and can be used to support phylogenetic grouping [27]. Our results revealed (Fig. 3C) some differences in exon number and intron length among TIFY gene family members. For example, the number of exons ranged from 2 to 10, whereas *EjZML4* had ten exons, which was much greater than that of other TIFY genes. The exon/intron organization of genes also suggests that genes in the same subfamily/group have fewer structural differences and tend to have similar gene structures and exon/intron numbers. In the JAZ subfamily, the 12 *EjJAZ* genes had 3 to 6 exons, except for the *EjJAZ9*, *EjJAZ8*, *EjJAZ7*, *EjJAZ6*, and *EjJAZ5* genes, which had only two exons. All seven genes in the ZML subfamily have 5 to 9 exons. This finding suggested that many TIFY genes are conserved, whereas several genes, *EjJAZ9*, *EjJAZ8*, *EjJAZ7*, *EjJAZ6*, and *EjJAZ5*, have only two exons, and it is hypothesized that these genes may have lost their exons during evolution [28].

**Fig. 3:**
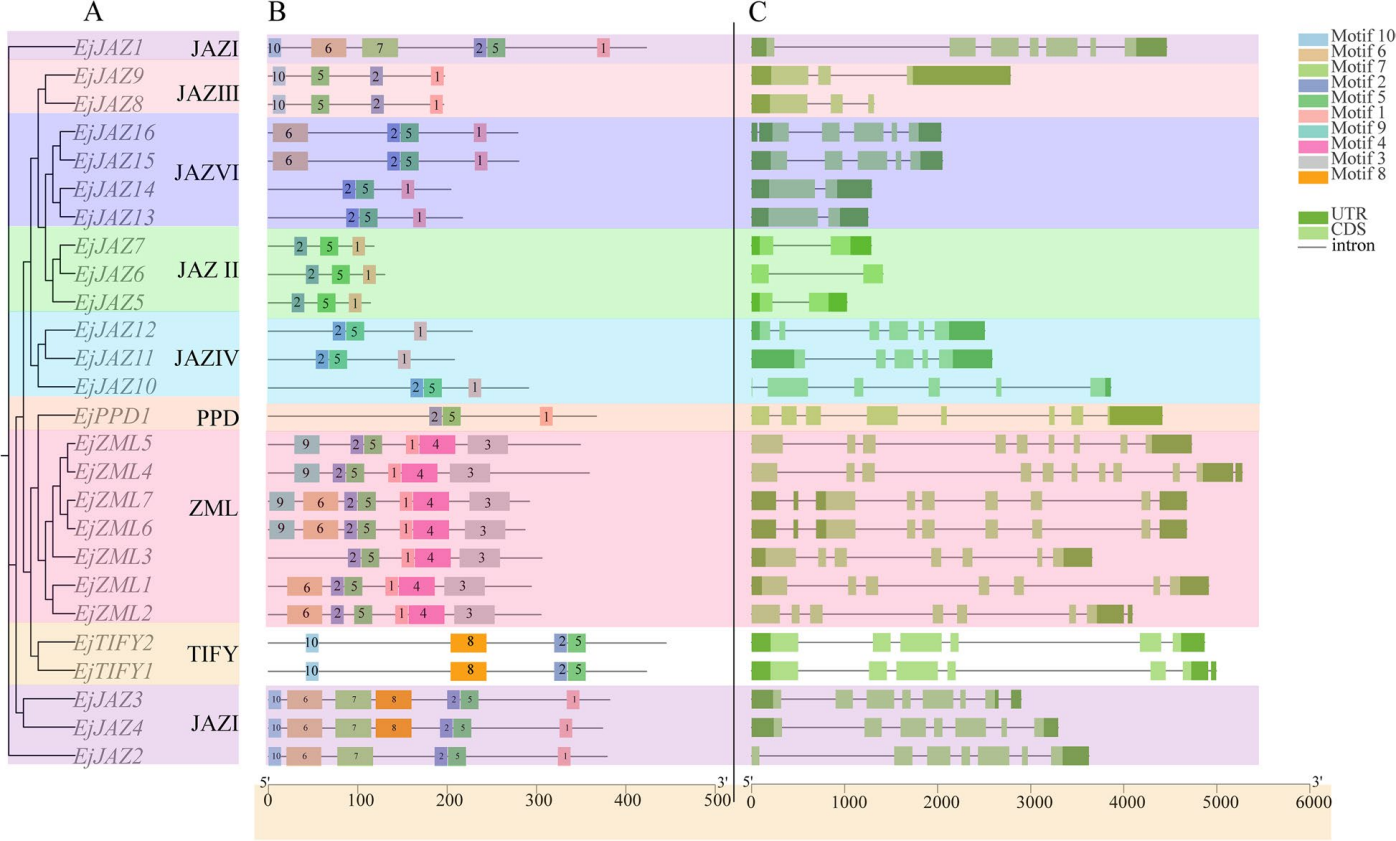
*EjTIFY* evolutionary tree (**A**), predicted conserved motifs (**B**) and gene structure (**C**)

### Analysis of promoter cis-acting elements

To further elucidate the potential functions of *EjTIFY* gene family members, cis-acting elements in the 2,000 bp regions upstream of the promoter were analyzed. The results showed (Fig. 4) that *EjTIFY* members contain four types of cis-acting elements, e.g., light-responsive, hormone-responsive, defense- and stress-responsive, and growth- and development-related elements. Light-responsive elements are present in all *EjTIFY* members, accounting for a high proportion. It is hypothesized that *EjTIFY* members are closely related to light regulation in *E. japonica*. Eight elements related to hormone signaling pathways were identified: the TGA element, the TATC box, the TCA element, the P box, the ABRE, the AuxRR core, the CGTCA motif, and the TGACG motif. These homeopathic-acting elements are involved in growth hormone, gibberellin, salicylic acid, abscisic acid, and methyl jasmonate metabolic regulation. All 22 *EjTIFYs*, except *EjZML5*, *EjTIFY1*, *EjJAZ14*, and *EjJAZ12*, contained methyl jasmonate response elements (TGACG motif and CGTCA motif). All 25 *EjTIFYs* had ABRE response elements except *EjZML2*, which did not contain ABRE response elements, indicating that most *EjTIFYs* can participate in Me-, JA-, and ABA-mediated signaling pathways. Four abiotic stress-related action elements were also identified, namely, low-temperature response elements (LTRs), drought-inducible elements (MBSs), anaerobic-inducibles (AREs), and defense- and stress-responsive elements (TC-rich repeats), among which *EjJAZ10* contained the most low-temperature response elements; thus, we can speculate that this gene may be highly expressed under low-temperature stress. Among the drought-inducing elements, the *EjJAZ10* and *EjJAZ11* genes were the most abundant.

**Fig. 4:**
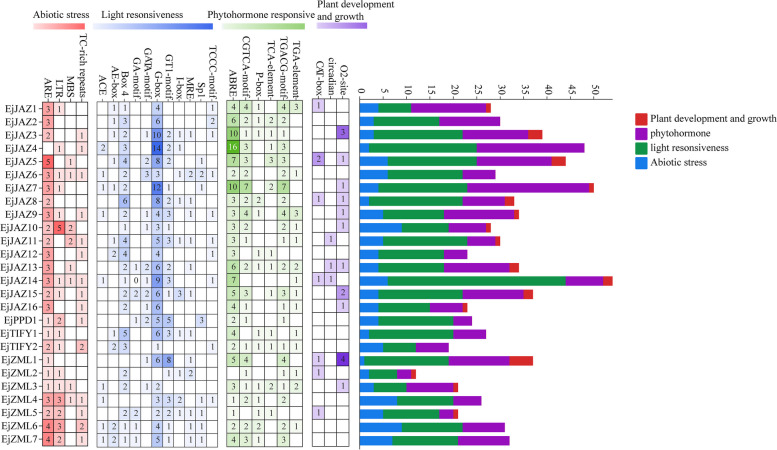
Cis-acting elements of the *EjTIFY* gene. The numbers and different color gradients indicate the number of cis-acting elements. The color-coded histograms represent the number of cis-acting elements for each gene classified into four categories according to functional factors: light response, phytohormone response, abiotic stress, and plant growth and development

### Chromosomal distribution and gene duplication analysis of the *EjTIFY* gene

The genes were mapped to the genome using the TBtools tool to visualize the chromosomal distribution of the *EjTIFY* genes. Of the 26 *EjTIFY* genes, 24 had 11 chromosomes, and two had the utg0-pilon fragment (Fig. 5). Chromosome chr15 contained the most genes (5). However, chromosomes chr6, chr7, and chr10 had the fewest genes, containing only one gene. Chromosomes chr5, chr14, chr8, chr2, and chr16 contained two genes each, and chromosomes chr9 and chr13 contained three genes each. Notably, the *EjJAZ5* and *EjJAZ6* genes were not on the chromosomes. Combined with previous subcellular localization analyses, both genes were inside the nucleus, and it was hypothesized that these genes might be caused by gene annotation errors; however, this requires further experimental verification.

To further determine the amplification and evolution of the *EjTIFY* genes, the *E. japonica* gene duplication events were analyzed using MCScanX, and a total of 15 duplication pairs were identified (Fig. 5) (13 fragment duplication gene pairs and two tandem duplication gene pairs). Notably, one tandem duplicate gene pair did not exist on the chromosome and existed within the segment. These results suggest that *EjTIFY* members may expand through tandem and segmental duplication events; in particular, segmental duplications may be the prime driver of the expansion of the *EjTIFY* gene family. Ka/Ks ratios can be used to elucidate the evolutionary processes and selective pressures on *EjTIFY* [29], so we calculated the Ka/Ks ratios of all 15 pairs of genes (Table S3). All 15 pairs of duplicated genes had Ka/Ks ratios less than 1, suggesting that the *EjTIFY* gene pairs may have undergone purifying selection during the evolutionary process and played a vital role in maintaining the conserved structure of the *EjTIFY* genes [30].

**Fig. 5:**
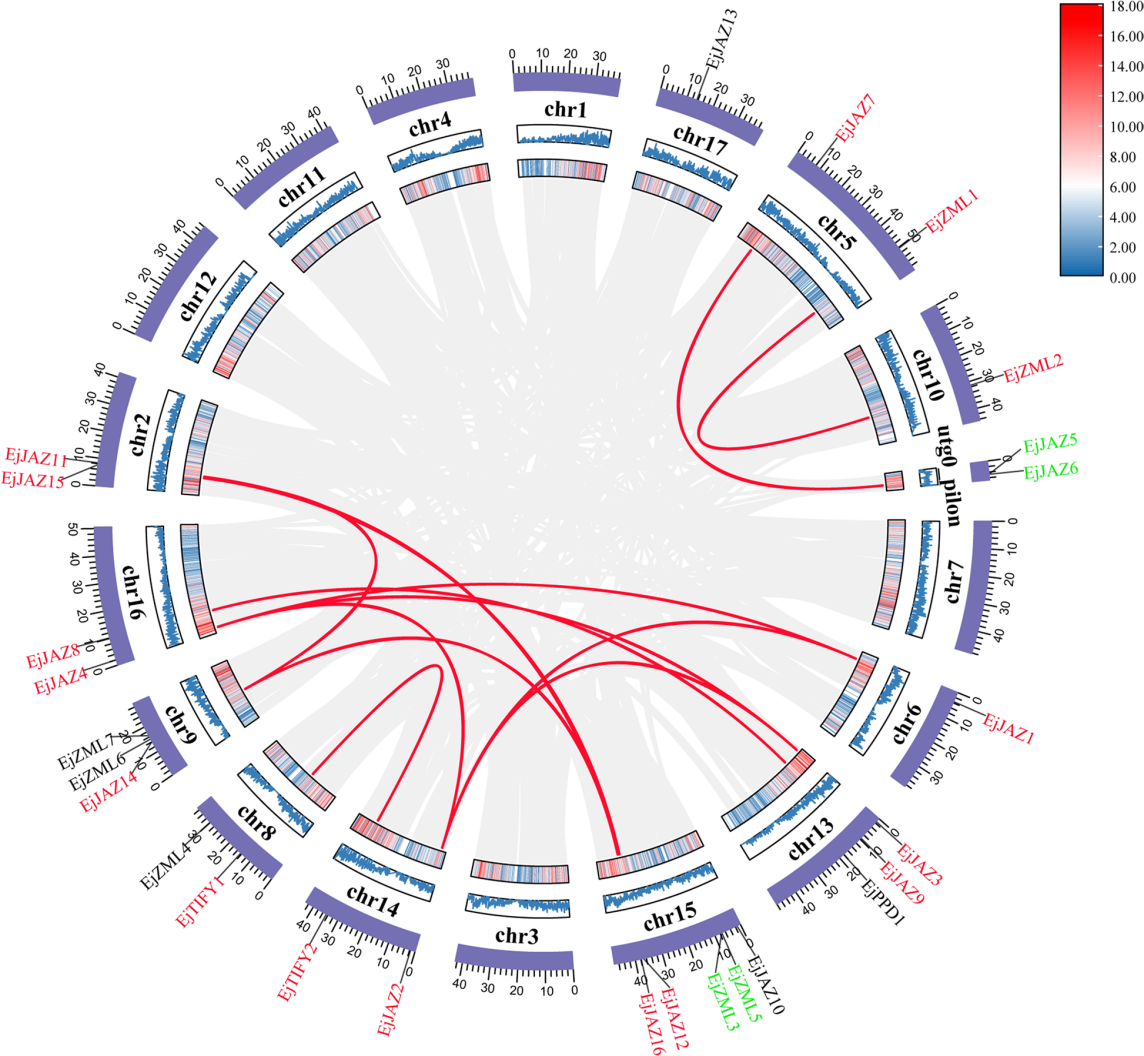
Distribution and covariance of *EjTIFY* on *E. japonica* genomic chromosomes. Those labeled in red and green have covariance, where the red-labeled *EjTIFY* had segmental duplication events, the green-labeled *EjTIFY* had tandem duplication events, and the black-labeled *EjTIFY* lacked covariance. The two rings in the center represent the gene density per chromosome. The red color indicates the covariance between *EjTIFYs*.

### Cotemporal and evolutionary analysis of *EjTIFY* genes with *TIFY* genes from other plants

Colineage analysis among different species is a method for studying their evolution and affinities [31]. To further explore the gene duplication time of *EjTIFY* and infer its phylogenetic mechanism, we chose five representative species for comparative analysis of covariance with *E. japonica*, including four dicotyledons (*A. thaliana*, *M. domestica*, *P. persica*, and *V. vinifera*) and one monocotyledon (*O. sativa*) (Fig. 6). The homology of *E. japonica* with *M. domestica* was 52 pairs, followed by *P. persica* [32], *A. thaliana* [26], *V. vinifera* [7], and *O. sativa* [16]. The results showed that the covariance between the *E. japonica* and dicotyledonous plant genomes was greater than that between the monocotyledonous plant genomes. Individual homologous genes of one-to-many or many-to-one purity were identified. Among them, seven *EjTIFY* genes (*EjJAZ16*, *EjJAZ13*, *EjJAZ15*, *EjJAZ14*, *EjJAZ9*, *EjJAZ8*, and *EjJAZ4*) showed covariant associations among all five representative species, suggesting that these genes in the *EjTIFY* gene family played a vital role in the evolutionary process [33].

**Fig. 6:**
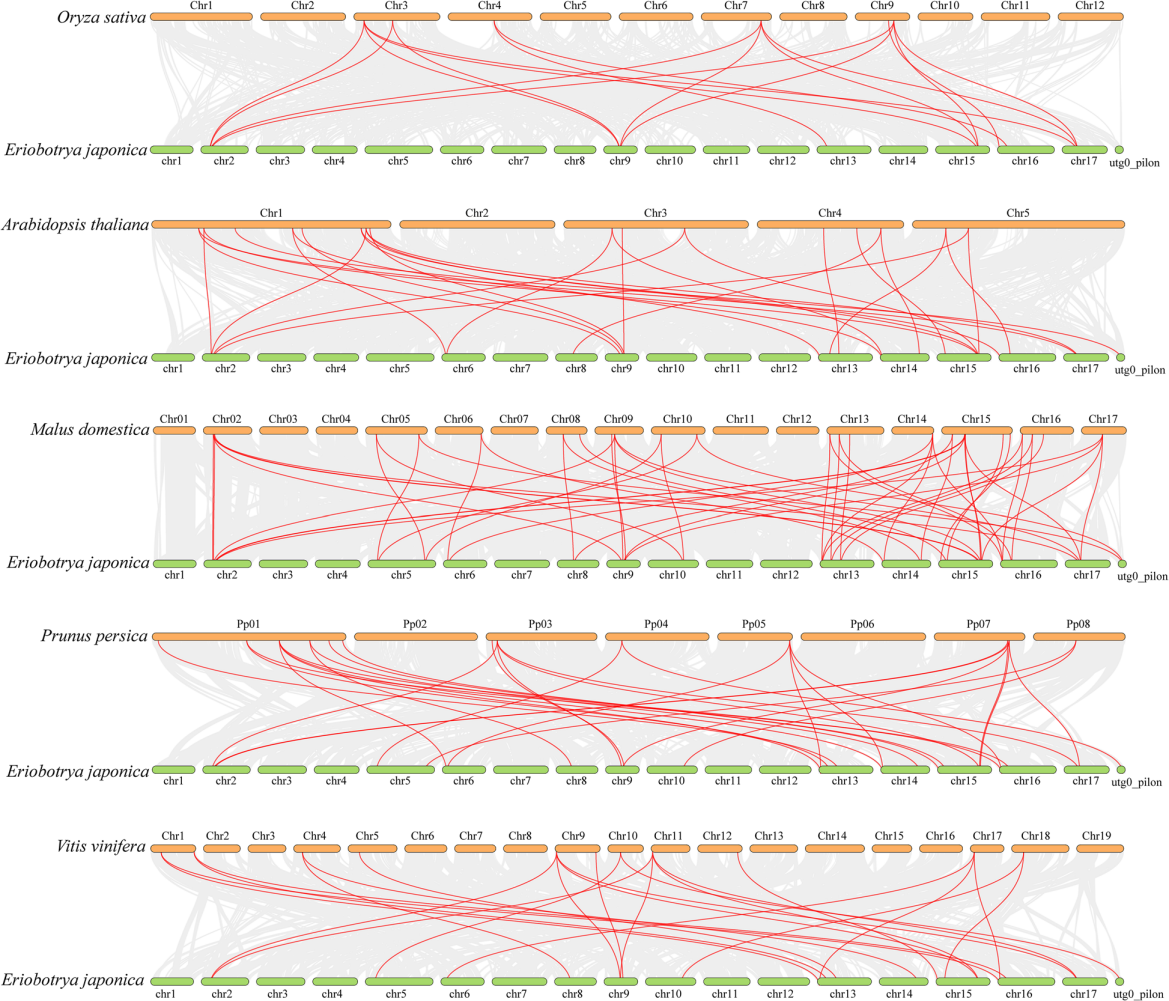
Collinearity analysis of *TIFY* genes in *E. japonica* and five representative plants. The gray line in the background indicates the colinear blocks in *E. japonica* and other plant genomes, while the red line highlights the colinear *TIFY* gene pairs

### Expression analysis of the *EjTIFY* gene under gibberellin treatment

The transcriptome data of the GA_3_ treatment and control groups were analyzed for expression using *E. japonica* buds and leaves as materials to explore the response of *E. japonica* to the GA_3_ hormone. The results showed (Fig. 7) that 22 *EjTIFY* genes were expressed in buds, and 19 *EjTIFY* genes were expressed in leaves. In addition, the DEGs of the *EjTIFY* genes in the leaves and shoots in the GA_3_ treatment group were also analyzed. There were five significantly differentially expressed genes in the shoots whose expression was upregulated. However, there was only one significantly differentially expressed gene in the leaves, indicating that members of the *EjTIFY* gene family tended to be more highly expressed in the buds than in the leaves.

**Fig. 7:**
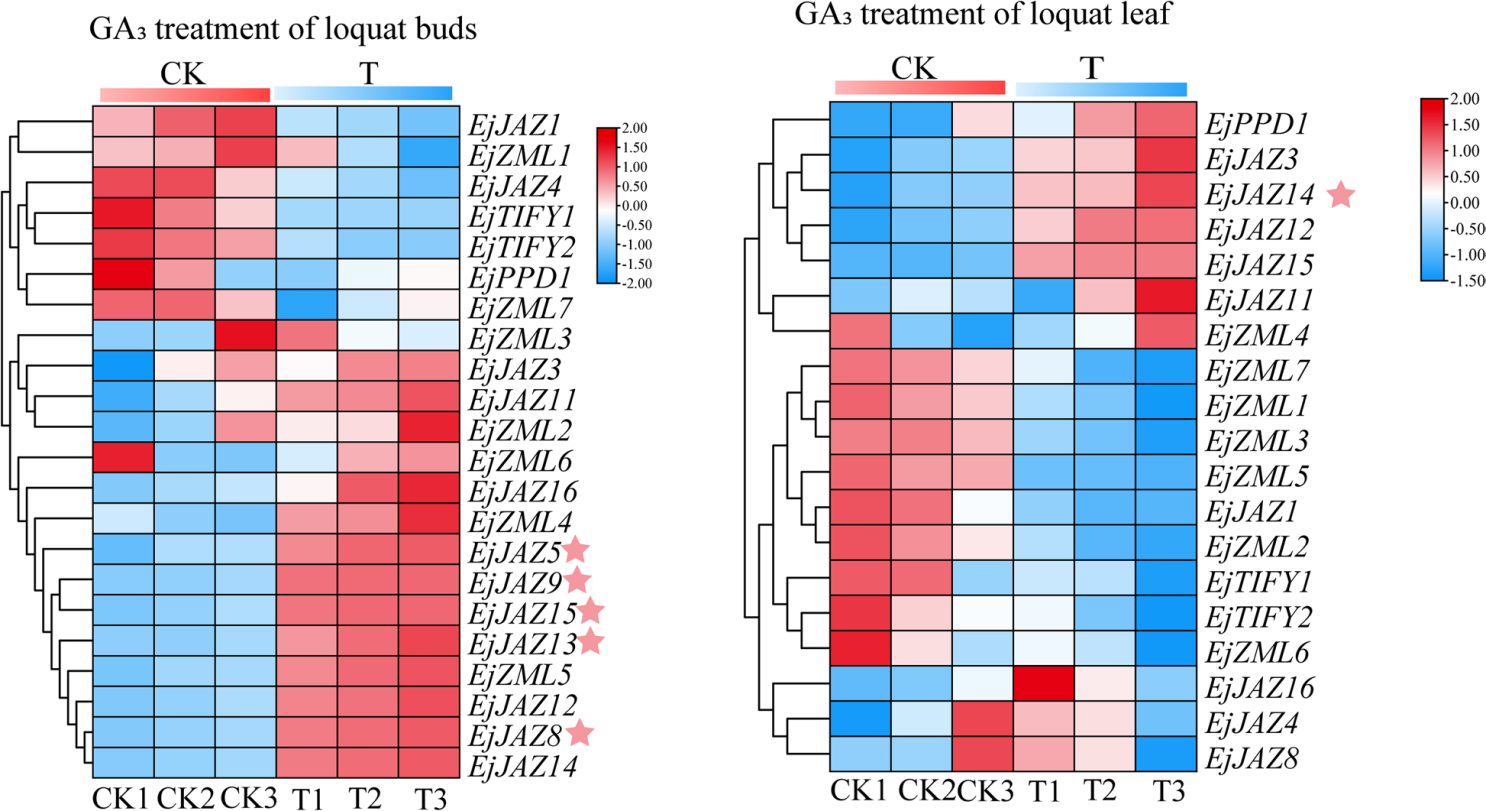
Expression analysis of *E. japonica* buds and leaves under GA_3_ treatment. The pink stars in the figure indicate significantly differentially expressed upregulated genes

### Expression analysis of* the EjTIFY* genes under abiotic stresses

To study the relative expression levels of the *EjTIFY* family genes and better understand the functions of the *EjTIFY* family genes, we analyzed the transcriptome data of *E. japonica* under salt, low-temperature, and high-temperature stress. 

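For the salt stress experiment, leaves of 3 watered control samples (CK) and of 3 samples treated with NaCl (T) were sequenced on day 10, and the paper describes the 3 samples of each group as biological replicates. The NaCl dose is 200 mmol/L in the methods and the sample labels and 200 mg/L in Table 1. According to the methods, the reads were trimmed with Trim-Galore and Trimmomatic, aligned to the JFZ genome with hisat2, counted per gene with Rsubread and expressed as FPKM. The FPKM values that the authors deposited for 43996 genes were rescaled here to TPM, so that every library had the same total. The low FPKM values were whole multiples of what 1 read is worth, which gave back a gene length and whole read numbers for 31458 genes, to within 1e-05 reads. The library totals were 13464774 to 13951747 reads in CK (median 13535064) and 13048770 to 13597345 reads in T (median 13342115). Replicates of the same group differed by more than the sampling noise, with a mean chi-square per gene of 3.20 to 28.7. Differential expression was tested with limma on log2(TPM + 1), a scale that understates the fold changes of weakly expressed genes. The test covered the 23641 genes with a TPM of at least 1 in at least 3 of 9 libraries, and p-values were adjusted by the Benjamini-Hochberg method. The 9 libraries include 3 from salt-treated plants given melatonin beforehand, which the paper does not report and which served here to estimate the spread.

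Under salt stress, 3697 genes were upregulated and 802 were downregulated, with an adjusted p of at most 0.05 from limma and a fold change of at least 2. The 10 most abundant genes held 11.3% ± 0.193 (SD, n = 3) of all TPM in CK and 5.87% ± 0.285 (SD, n = 3) in T. The median log2 fold change of all tested genes was 0.41. When TPM was divided by median-of-ratios factors, this median was 0.049, and 2080 genes were upregulated and 1593 downregulated. The direction of a *TIFY* gene is therefore given under both scalings wherever they differ.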

Heatmaps of their expression patterns were constructed using log_2_(TPM + 1) values, and the results (Fig. 8) showed that analysis of the *EjTIFY* family indicated that most genes were upregulated and downregulated in response to low-temperature, high-temperature, and salt stresses. 

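Of the 26 *EjTIFY* genes, 25 were expressed highly enough to be tested in the salt-treated leaves, and 15 of them changed at an adjusted p of at most 0.05 from limma, with 12 upregulated and 3 downregulated. The same numbers passed when adjusted over the list alone. Of all 23641 tested genes, 12489 were upregulated and 2504 downregulated at this adjusted p without a minimum fold change. The family's share of changed genes was thus near that of all genes. With the authors' deposited p-values, adjusted over the tested genes, 2 *EjTIFY* genes were upregulated and 9 downregulated. With median-of-ratios scaling, 4 *EjTIFY* genes were upregulated and 10 were downregulated. *EjJAZ4*, *EjJAZ6*, *EjJAZ11* and *EjZML7* were upregulated under both scalings, and *EjJAZ2*, *EjTIFY2* and *EjZML4* were downregulated under both. *EjJAZ1* (Ej00065656), which like the other *EjJAZ* genes encodes a putative repressor of jasmonate signaling, had 66.2 ± 1.86 TPM (SD, n = 3) in CK and 74.6 ± 5.09 TPM (SD, n = 3) in T. Its log2 fold change was 0.17 (SE 0.08, adjusted p = 0.091 from limma), whereas it fell by 0.24 with median-of-ratios scaling (adjusted p = 0.020 from limma, and 0.020 to 0.30 over the settings tried). *EjJAZ10* (Ej00060641) had 0 reads in each CK library and 0 to 3 reads in T, so it was not tested.

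**Figure D1:**
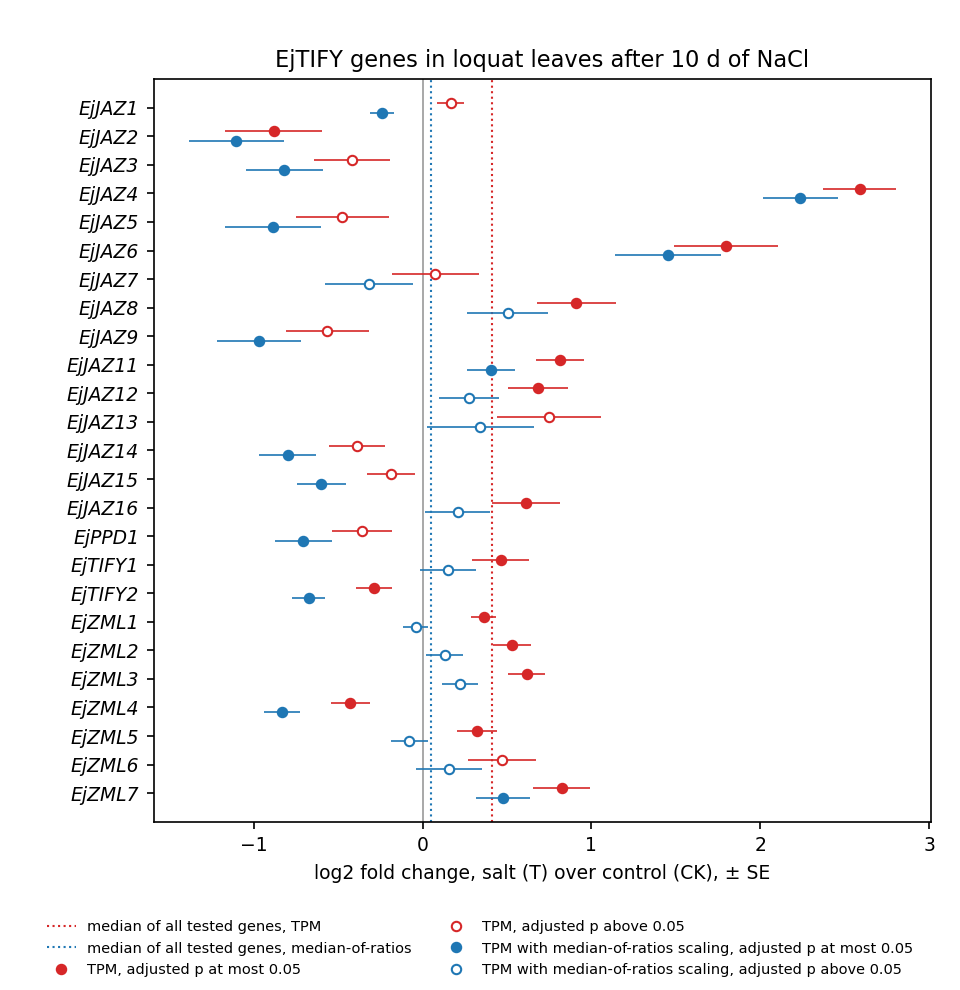
Log2 fold change (horizontal axis, T over CK, on log2(TPM + 1)) of the 25 tested *EjTIFY* genes, with bars of 1 SE from limma. Red symbols use TPM and blue symbols use TPM with median-of-ratios scaling; filled symbols have an adjusted p of at most 0.05, and the dotted lines mark the medians of all tested genes, 0.41 and 0.049. *EjJAZ4* and *EjJAZ6* lie farthest to the right under both scalings, while several genes with values near 0 or between the dotted lines, such as *EjJAZ1* and *EjZML1*, change sign between them.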

We found that the *EjJAZ* genes were highly upregulated under the high-temperature, salt, and low-temperature treatments. However, the expression of the *EjPPD*, *EjTIFY*, and *EjZML* genes was only slightly induced under the same stresses. 

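Of the 10 genes outside the JAZ subfamily, *EjTIFY1*, *EjZML1*, *EjZML2*, *EjZML3*, *EjZML5* and *EjZML7* were upregulated under salt stress, *EjTIFY2* and *EjZML4* were downregulated, and *EjPPD1* and *EjZML6* did not pass the test (limma). The largest rise was that of *EjZML7* (Ej00015015), a member of the subfamily that also carries a GATA zinc finger, from 3.96 ± 0.762 to 7.71 ± 0.283 TPM (SD, n = 3 each; log2 fold change 0.82, SE 0.17, adjusted p = 0.0018 from limma). *EjZML4* (Ej00030881) had 62.1 ± 8.59 TPM in CK and 45.7 ± 2.55 TPM in T (SD, n = 3 each; log2 fold change -0.43, SE 0.12, adjusted p = 0.0088 from limma). The median log2 fold change of the 10 genes was 0.41 and differed from the median of all tested genes by 0.0034. The set did not stand apart from other genes (camera, p = 0.71, and p = 0.83 with an estimated correlation). With median-of-ratios scaling, only *EjZML7* was upregulated, *EjPPD1*, *EjTIFY2* and *EjZML4* were downregulated, and *EjZML1* and *EjZML5* had log2 fold changes of -0.041 and -0.079. For 3 of the calls, single libraries mattered. That of *EjZML5* (0.32 with all libraries) was lost without T replicate 1 (0.27), T replicate 2 (0.34) or CK replicate 3 (0.21). The call of *EjTIFY2* (-0.29) was lost when any CK or T library except T replicate 1 was left out (-0.30 to -0.20), and that of *EjTIFY1* (0.46) when any except T replicate 3 was (0.36 to 0.51).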

Interestingly, the expression of *EjJAZ15* was always significantly upregulated under all the temperature treatments, which may be worthy of further investigation. Whereas four genes were significantly differentially expressed under salt stress, three genes (*EjJAZ2*, *EjJAZ4*, and *EjJAZ9*) were also significantly differentially expressed under the jasmonate pathway. Therefore, the next step was to validate these three genes by real-time fluorescence quantitative RT-PCR analysis.

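In the annotation that the authors deposited with the expression values, *EjJAZ2*, *EjJAZ4* and *EjJAZ9* carry a single KEGG map, plant hormone signal transduction, which includes the jasmonate branch from COI1 to JAZ and MYC2. *EjJAZ6* carries no KEGG map. Of the 255 tested genes on this map, 143 were upregulated in T, 28 were downregulated and 84 did not pass the test (limma, adjusted p of at most 0.05), and with median-of-ratios scaling 82 were upregulated and 52 downregulated. Their median log2 fold change was 0.47, which is 0.065 above the median of all tested genes, and the map did not stand apart from other genes (camera, adjusted p = 0.61 over 123 maps, and adjusted p = 0.84 with an estimated correlation). The deposited table gives maps and terms but does not pair gene identifiers with names, so COI1, MYC2 and JAR1 were not analysed here.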

Analysis of the low-temperature expression data showed (Fig. 8A) that four genes (*EjJAZ8*, *EjJAZ9*, *EjJAZ13*, and *EjJAZ15*) were upregulated in both treatment groups at both temperatures; *EjJAZ1* was downregulated in both treatment groups at both treatments; and all four DEGs and one DEG reached their highest levels at -3 °C. However, up- and down-regulation differences were observed for the remaining genes at both temperatures. For example, *EjJAZ7* was significantly upregulated at -3 °C, but not at -1 °C; *EjTIFY1* was significantly downregulated at -3 °C but was not expressed at -1 °C, suggesting that the *EjJAZ7* and *EjTIFY1* genes are more highly expressed at -3 °C than at -1 °C. The expression level of *EjJAZ15* was relatively more variable among all the genes.

Analysis of *E. japonica* expression under high-temperature stress showed (Fig. 8B) that three genes were differentially and significantly upregulated under high-temperature stress, and three genes were differentially and significantly downregulated under high-temperature stress. *EjJAZ15* was upregulated, and *EjJAZ3* was downregulated in expression in both periods. Notably, we found that the *EjJAZ15* gene was significantly upregulated and expressed under both low- and high-temperature stress, so we can speculate that *EjJAZ15* may be a vital gene affecting *E. japonica* under high-temperature stress.

The analysis of the salt stress expression data showed (Fig. 8C) that most of the JAZ subfamily genes were upregulated under salt stress. However, those genes in other subfamilies showed only lower expression levels. 

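Among the 15 tested *EjJAZ* genes, 6 were upregulated in T, 1 was downregulated and 8 did not pass the test (limma, adjusted p of at most 0.05), with the same counts when adjusted over the list alone. Besides *EjJAZ4* and *EjJAZ6*, the upregulated genes were *EjJAZ8* (log2 fold change 0.91), *EjJAZ11* (0.81), *EjJAZ12* (0.68) and *EjJAZ16* (0.61), and the downregulated gene was *EjJAZ2*. The log2 fold change was positive for 9 genes and negative for 6, with a median of 0.17 and a mean of 0.37, while 7 genes lay above the median of all tested genes and 8 below it. With median-of-ratios scaling, *EjJAZ4*, *EjJAZ6* and *EjJAZ11* were upregulated, and *EjJAZ1*, *EjJAZ2*, *EjJAZ3*, *EjJAZ5*, *EjJAZ9*, *EjJAZ14* and *EjJAZ15* were downregulated, with a median of -0.24. Relative to the median of all tested genes, the subfamily's median was -0.24 on the TPM scale, and the subfamily did not stand apart from other genes (camera, p = 0.31 downward, and p = 0.73 with an estimated correlation). The call of *EjJAZ16* was lost without CK replicate 3 (0.48), and its value was 0.36 without T replicate 1. Without CK replicate 2, *EjJAZ13* passed the test (0.96, compared with 0.75 and an adjusted p of 0.053 with all libraries), and its value was 0.45 without CK replicate 3. *EjJAZ3*, *EjJAZ9* and *EjJAZ14* passed it, downward, without T replicate 1 (-0.63, -0.75 and -0.54) or CK replicate 3 (-0.64, -0.81 and -0.47), as did *EjJAZ5* without CK replicate 3 (-0.76), compared with -0.42, -0.56, -0.39 and -0.48 with all libraries, while *EjJAZ5* and *EjJAZ9* had -0.29 and -0.37 without CK replicate 2.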

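In T, the 16 *EjJAZ* genes had a median of 79.4 TPM, with a range of 0.196 TPM for *EjJAZ10* to 1009 TPM for *EjJAZ15*. *EjPPD1* had 4.95 ± 0.928 TPM (SD, n = 3), and *EjTIFY1* and *EjTIFY2* had 3.98 ± 0.908 and 16.4 ± 2.12 TPM (SD, n = 3 each). The 7 *EjZML* genes had a median of 43.0 TPM, from 4.00 TPM for *EjZML6* to 61.5 TPM for *EjZML1*. On the log2(TPM + 1) scale, the mean of the *EjJAZ* genes exceeded that of the other 10 genes by 1.54 (two-sided permutation test over genes, p = 0.099), a comparison that was added after the *TIFY* values had been seen.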

*EjJAZ4* and *EjJAZ6* were differentially and significantly upregulated under salt stress, while *EjJAZ2* and *EjJAZ9* were differentially and significantly downregulated under salt stress. These findings indicate that these four genes may play different roles under salt stress. 

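*EjJAZ4* (Ej00056492) rose from 2.81 ± 0.726 TPM in CK to 22.0 ± 4.92 TPM in T (SD, n = 3 each). This is a log2 fold change of 2.59 (SE 0.21, adjusted p = 7.3e-06 from limma), or 2.18 above the median of all tested genes. *EjJAZ6* (Ej00000974) rose from 2.79 ± 0.796 to 12.3 ± 3.10 TPM (SD, n = 3 each; log2 fold change 1.80, SE 0.31, adjusted p = 6.4e-04 from limma). *EjJAZ2* (Ej00030005) fell from 2.25 ± 0.881 to 0.779 ± 0.597 TPM (SD, n = 3 each; log2 fold change -0.88, SE 0.29, adjusted p = 0.021 from limma). *EjJAZ9* (Ej00034586) had 83.0 ± 24.5 TPM in CK and 55.0 ± 13.0 TPM in T (SD, n = 3 each; log2 fold change -0.56, SE 0.25), which did not pass the test (adjusted p = 0.068 from limma). With median-of-ratios scaling, *EjJAZ9* was downregulated (-0.97, adjusted p = 0.0096 from limma), as it was without T replicate 1 (-0.75, adjusted p = 0.028) or CK replicate 3 (-0.81, adjusted p = 0.011), and its value was -0.37 without CK replicate 2. Over the settings tried, its adjusted p was 0.0067 to 0.23. In the authors' deposited table, the log2 fold changes of *EjJAZ4*, *EjJAZ6*, *EjJAZ2* and *EjJAZ9* are 2.51, 1.69, -1.99 and -1.05. The call of *EjJAZ2*, which rests on 3 to 18 reads in T and 17 to 42 reads in CK, was lost without T replicate 2 (-0.65, adjusted p = 0.073 from limma), T replicate 3 (-0.87, 0.053), CK replicate 1 (-0.80, 0.071) or CK replicate 3 (-0.72, 0.074). The paper picked these 4 genes on the same samples, so their values are not independent evidence of their direction. Besides the RNA-seq, the paper measured *EjJAZ2*, *EjJAZ4* and *EjJAZ9* by qRT-PCR and reports matching trends. In its Fig. 11, read by eye, the qRT-PCR difference of *EjJAZ4* is marked as not significant. From the opposite directions of the 2 pairs of genes, the paper proposes that they play different roles under salt stress.

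**Figure D2:**
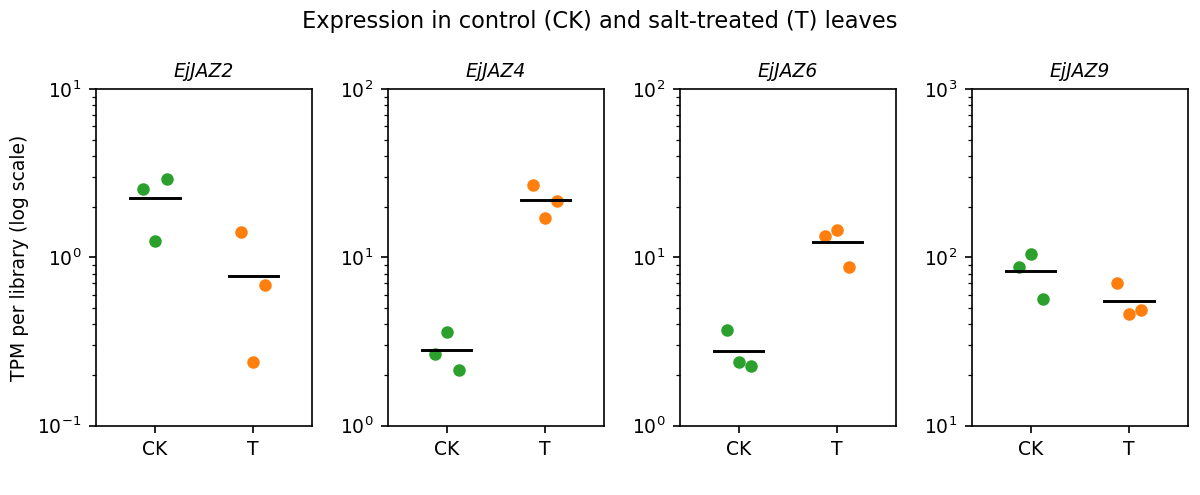
TPM per library (vertical axes, log scale) of *EjJAZ2*, *EjJAZ4*, *EjJAZ6* and *EjJAZ9* in CK (green) and T (orange) leaves; points are the 3 libraries of a group and bars are their means. The T libraries lie above all CK libraries for *EjJAZ4* and *EjJAZ6*, while the groups overlap for *EjJAZ2* (means of 2.25 and 0.779 TPM) and *EjJAZ9* (means of 83.0 and 55.0 TPM).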

By analyzing the expression profiles of *EjTIFY* family members in *E. japonica* under low temperature, high temperature, salt, and gibberellin treatments, we found that the JAZ subfamily genes played more vital roles under these stresses than did the other subfamilies.

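For the salt treatment, the size of the change was compared between the 15 tested *EjJAZ* genes and the 10 tested *EjPPD*, *EjTIFY* and *EjZML* genes. Measured as the absolute distance of the log2 fold change from the median of all tested genes, the change was larger in the *EjJAZ* genes by 0.42 on average (two-sided permutation test over genes, p = 0.035). The genes that lay farthest from that median were *EjJAZ4* (2.18), *EjJAZ6* (1.39) and *EjJAZ2* (-1.29), compared with *EjZML4* (-0.84) among the other subfamilies. The p-value was 0.064 with limma-voom on the recovered reads, 0.061 with a pseudocount of 0.1 and 0.072 without the filter on low values. It was 0.068 without T replicate 1 (difference 0.40) and 0.058 without CK replicate 1 (0.38), and the comparison was added after the *TIFY* values had been seen. The permutation treats the genes as independent, although many belong to duplicated pairs. Noise also enlarges an absolute distance. The SE was 0.080 (*EjJAZ1*) to 0.31 (*EjJAZ6*) in the *EjJAZ* genes and 0.075 (*EjZML1*) to 0.20 (*EjZML6*) in the others.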

**Fig. 8:**
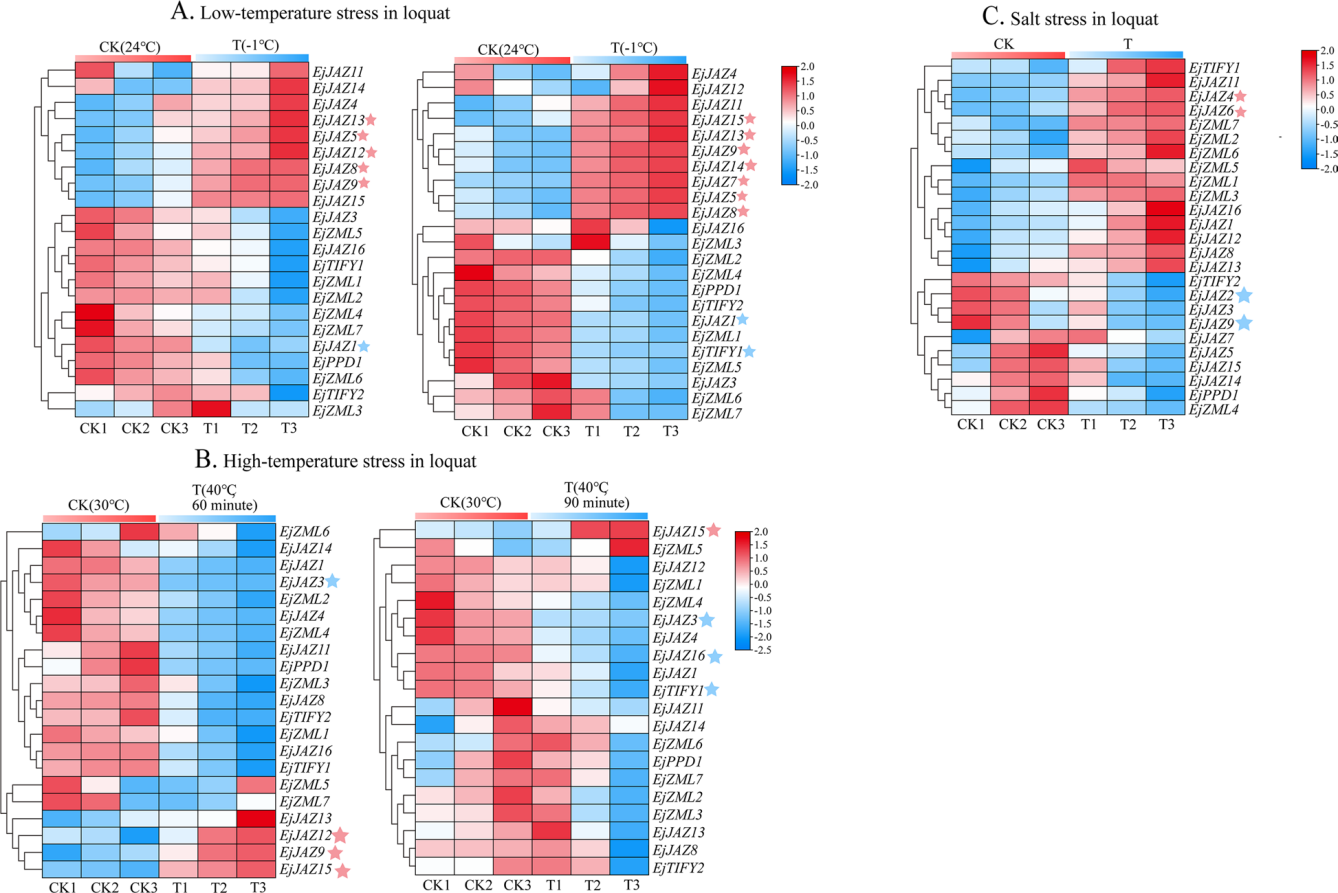
Expression analysis of *E. japonica* under abiotic stress. **A**, **B**, and **C** show the expression profiles of *E. japonica* under low temperature, high temperature, and salt stress, respectively. The pink and blue pentagrams in the figure indicate upregulated and downregulated genes, respectively

### GO functional enrichment and pathway analysis

GO functional annotation of genes enables us to better understand the molecular functions of proteins [34], so we utilized the EggNog website for GO annotation analysis (Fig. 9). The 23 EjTIFY proteins were classified into 115 functional groups based on the similarity of protein sequences and categorized into three major groups: biological processes (68.42%), molecular functions (27.19%), and cellular components (4.39%) (Supplementary Table, Fig. 9A). 

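The annotation deposited with the salt stress data, which was made for all genes of the genome, gives a GO term to 23 of the 26 *EjTIFY* genes, and *EjJAZ3*, *EjJAZ4* and *EjJAZ10* carry none. Among the genes without a GO term is thus *EjJAZ4*, while *EjJAZ2*, *EjJAZ6* and *EjJAZ9* are annotated.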

Among the biological processes, *EjTIFY* members were involved in biological processes (88.46%), followed by responses to stress and stimuli (69.23%), major metabolic processes (26.92%), jasmonic acid-mediated signaling pathways (15.38%), and the development of plant organs (3.85%) (Fig. 9B). In addition, both *EjJAZ1*5 and *EjJAZ16* are involved in the response to stimuli to flower, gametophyte, postembryo, and root development, and we can hypothesize that these two genes may play vital roles in the reproductive process of plants. 

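In the deposited annotation, 16 of the 26 *EjTIFY* genes (61.5%) carry the terms for response to stress and response to stimulus: the 13 annotated *EjJAZ* genes, *EjPPD1*, *EjTIFY1* and *EjTIFY2*. None of the 7 *EjZML* genes carries these terms. The term for jasmonic acid mediated signaling is given to 4 genes (15.4%), *EjJAZ1*, *EjJAZ2*, *EjJAZ15* and *EjJAZ16*. Under salt stress *EjJAZ2* fell (log2 fold change -0.88, adjusted p = 0.021 from limma) and *EjJAZ16* rose (0.61, adjusted p = 0.022 from limma), while with median-of-ratios scaling *EjJAZ1*, *EjJAZ2* and *EjJAZ15* fell and *EjJAZ16* did not pass the test. The call of *EjJAZ2* was lost without T replicate 2, T replicate 3, CK replicate 1 or CK replicate 3, and that of *EjJAZ16* without CK replicate 3.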

Among the molecular functions, we analyzed more than 88.46% of the annotated proteins with transcriptional regulatory activity, followed by protein binding (42.31%) and DNA binding (26.92%). 

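In the deposited annotation, the 23 genes with a GO term all carry transcription regulator activity. Protein binding is given to 11 genes (42.3%), *EjJAZ1*, *EjJAZ2*, *EjJAZ8*, *EjJAZ9* and the 7 *EjZML* genes. DNA binding is given to the 7 *EjZML* genes alone (26.9%), which carry a zinc finger besides the TIFY domain.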

Annotation of cellular components showed that proteins were annotated as intracellular, nucleus, and organelle in equal percentages, at 84.62%.

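The nucleus and organelle terms are each given to 22 of the 26 genes (84.6%) in the deposited annotation, and an intracellular term to 23 (88.5%). *EjZML3* carries the intracellular term without the nucleus term.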

**Fig. 9:**
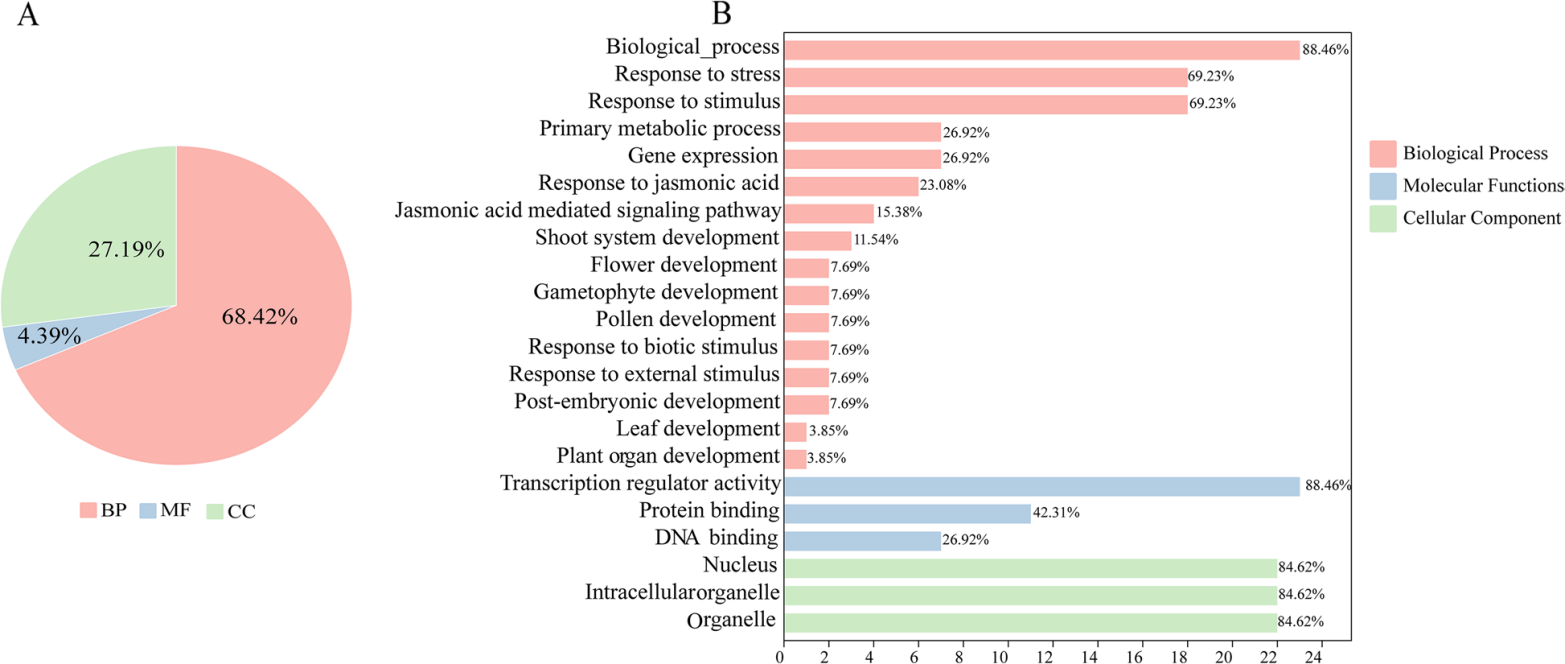
GO enrichment analysis of 23 *EjTIFY* genes under salt stress. A indicates the proportions of the biological processes, molecular functions, and cellular components; B represents the amount of prime GO enrichment

In addition, the KEGG enrichment results showed (Fig. 10) that these genes were enriched only in the jasmonate signaling pathway for phytohormones. 

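In the deposited annotation, 13 of the 26 *EjTIFY* genes carry a KEGG map, and for each of them it is the map of plant hormone signal transduction. All 13 belong to the JAZ subfamily, in which *EjJAZ5*, *EjJAZ6* and *EjJAZ7* have no map, and no *EjPPD*, *EjTIFY* or *EjZML* gene has one. Of the 7277 genes of the table with any map, 353 are on this map, in which JAZ proteins are themselves a node.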

JA is an endogenous growth-regulating substance, and when stimulated by the environment or needed for growth, plants regulate the expression of downstream genes through the JA signaling pathway, which balances the processes of plant growth and development and defense responses [35]. First, α-linolenic acid forms jasmonic acid (JA) through a series of transformations in chloroplasts and peroxisomes, and JA forms JA-Ile under the action of the adenylate-forming enzyme of ATP, JAR1 (jasmonic acid resistant 1) [35]. It has been shown (M38) that in the presence of JA-Ile, COI1 can directly bind to the genes in JAZ, so we can hypothesize that three genes, *EjJAZ2*, *EjJAZ4*, and *EjJAZ9*, can also directly bind to COI1 to degrade JAZ in the presence of the 26 S proteasome [36] to relieve the inhibitory effect on MYC2, thus initiating the transcription of JA-responsive genes and improving the ability of *E. japonica* plants to resist salt stress.

**Fig. 10:**
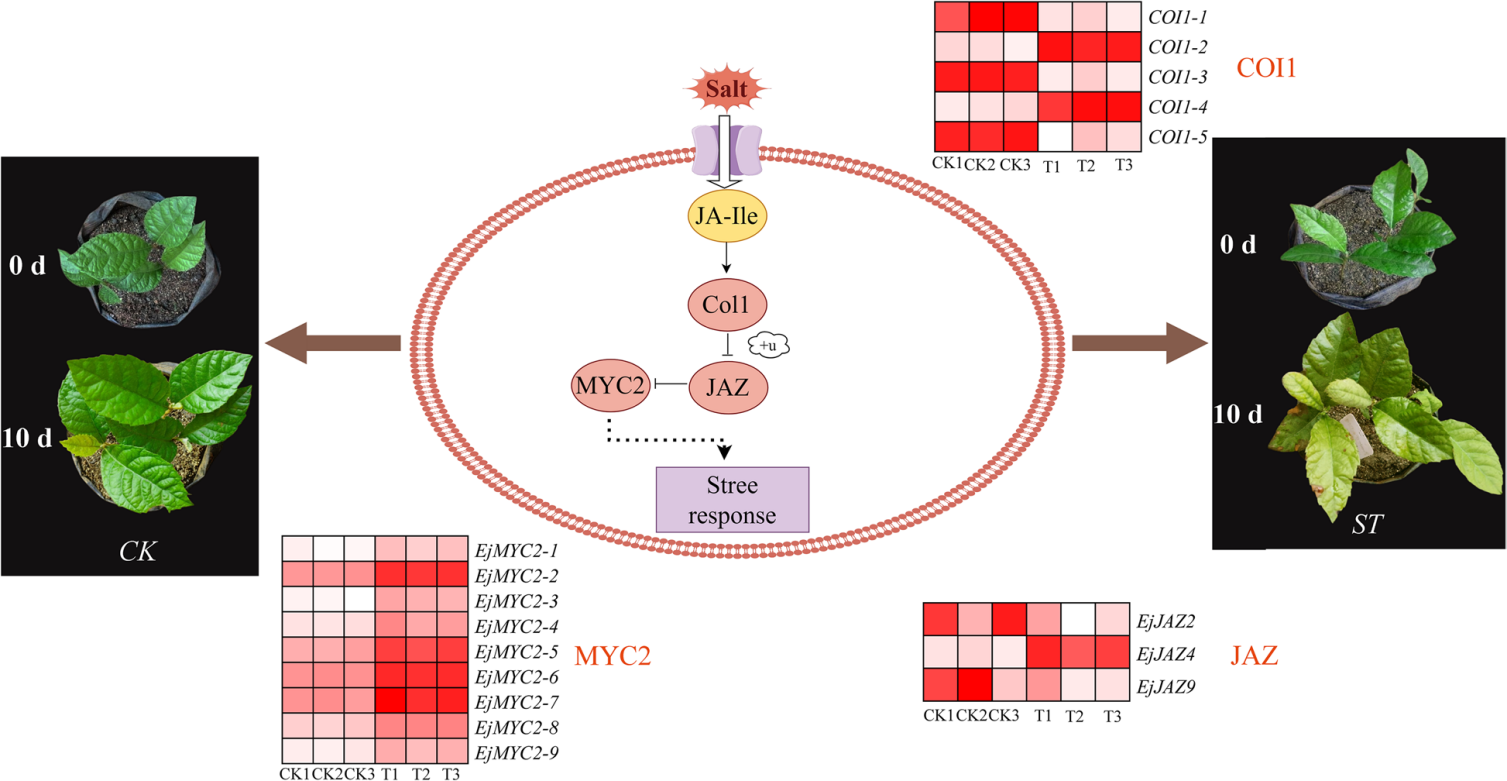
Signal transduction pathway of jasmonic acid under salt stress. The heatmaps in the figure represent the significantly differentially expressed genes for each vital substance under salt stress. This image was drawn by Figdraw

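Of 14 tested genes annotated with linoleate 13S- or 9S-lipoxygenase, allene oxide synthase or 12-oxophytodienoate reductase activity, a list not limited to jasmonate synthesis because 9S-lipoxygenases act outside it, 4 were upregulated in T, 3 were downregulated and 7 did not pass the test (limma, adjusted p of at most 0.05; the counts were the same when adjusted over the list alone). Their log2 fold changes ranged from -0.95 to 2.38, with a median of -0.35 relative to that of all tested genes, and the list did not stand apart from other genes (camera, adjusted p = 0.16 over 14 lists, and adjusted p = 0.61 with an estimated correlation). With median-of-ratios scaling, 3 were upregulated and 6 downregulated. On the wider KEGG map of alpha-linolenic acid metabolism, the precursor pathway of jasmonic acid, 26 of 50 tested genes were upregulated, 7 were downregulated and 17 did not pass the test, and 19 and 13 were so with median-of-ratios scaling. This map's median was 0.16 above that of all tested genes (camera, adjusted p = 0.91 over 123 maps).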

### Expression analysis of *EjTIFYS* under salt stress

We selected three differentially and significantly DEGs (*EjJAZ2*, *EjJAZ4*, and *EjJAZ9*) and verified their expression by qRT-PCR analysis to further validate the salt response candidate genes. Figure 11 showed that these genes exhibited completely different expression profiles under salt stress, but their expression trends were consistent with the results of RNA-seq analysis (R^2^ = 0.9544). 

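In the RNA-seq data, the mean TPM in T was 7.83 times that in CK for *EjJAZ4*, 0.347 times for *EjJAZ2* and 0.663 times for *EjJAZ9*. The mean of *EjJAZ2* in T, 0.779 TPM, was 0.459 TPM without T replicate 1 and 1.05 TPM without T replicate 2. *EjJAZ4* was higher in each T library than in each CK library, with 232 to 366 reads compared with 33 to 52. For *EjJAZ2*, the reads summed to 30 in T and 94 in CK, a ratio of their shares of the library totals of 0.327 with an exact 95% interval of 0.209 to 0.498 that covers counting error only. *EjJAZ9* had 762 to 1157 reads in T and 1060 to 1859 reads in CK.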

*EjJAZ4* expression was upregulated under salt stress, while *EjJAZ9* and *EjJAZ*2 expression was downregulated under salt stress, indicating that these genes play a role in the rapid response to salt stress. The different expression patterns of these *EjTIFY* genes suggested that they play various roles in the salt stress response.

**Fig. 11:**
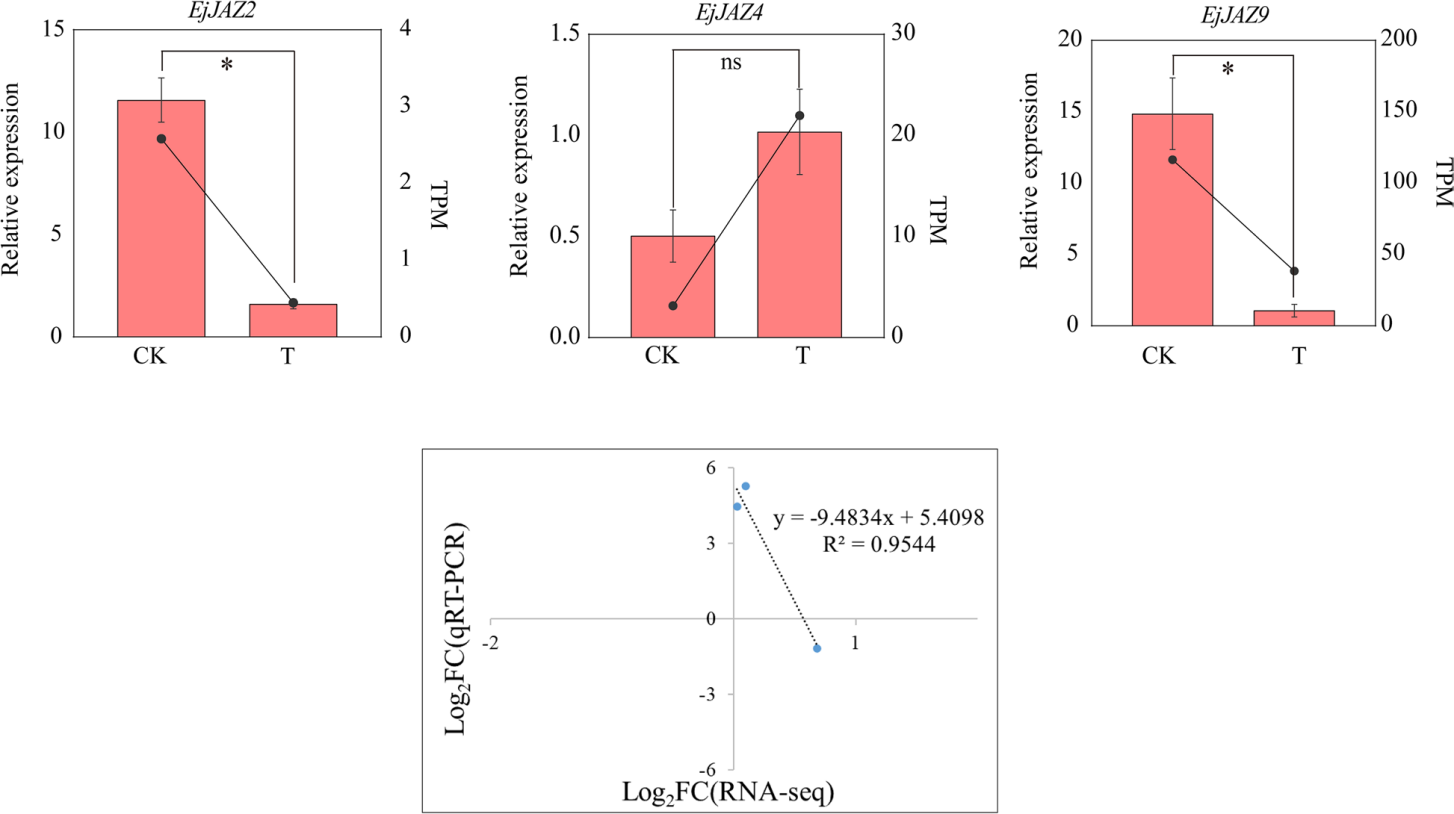
Expression analysis of the *EjTIFY* genes under salt stress. The two dots indicate the RNA-seq expression of the gene, and the pink bar indicates the qRT-PCR expression. Independent sample t-tests were performed using SPSS; ns *p* > 0.05 indicated that the difference was not significant; * *p* < 0.05 indicated that the difference was significant, and each treatment was repeated three times

## Discussion

The *TIFY* family is a vital family of plant-specific genes and has been characterized in several species of monocotyledons and dicotyledons [4, 10]. It has been demonstrated that members of the *TIFY* gene family, especially the JAZ subfamily, play vital roles in different plant developmental processes and defenses against biotic and abiotic stresses, such as seed germination [37], floral organ development [38], and responses to abiotic stresses, such as salt, high temperature, drought, and biotic stresses of plant diseases [39–41]. However, few functional studies on the *TIFY* gene family members of *E. japonica* have been reported; therefore, in this study, the *TIFY* gene family members were identified in the *E. japonica* genome, and the sequence information of each member and its expression pattern under abiotic stresses were analyzed.

Twenty-six *TIFY* genes were identified in the *E. japonica* genome in this study, and the location of the EjTIFY proteins could be predicted by subcellular localization, except for EjJAZ11 and EjJAZ14, which are located in chloroplasts; EjPPD1, located in the mitochondria; and EjZML2, located in the Golgi apparatus. The remaining 22 TIFY proteins were distributed in the nucleus, suggesting that the *TIFY* gene family developed in plant cells [42]. Notably, the *TIFY* family is present only in terrestrial plants and not in green or nonphotosynthetic eukaryotes [6], suggesting that plant TIFY homologs evolved after aquatic plants adapted to land life [43].

The *TIFY* gene family can be categorized into four subfamilies based on their different structural domains and motifs: the JAZ, PPD, ZML, and TIFY; however, not all subfamilies are present in all species. For example, the TIFY subfamily is absent in *P. persica* [2] and *Camellia sinensis* [5]; the PPD subfamily is present only in dicotyledonous plants but not in monocotyledonous plants [10]. One possible reason is that the PPD subfamily of genes is more important for growth and developmental processes in monocotyledonous plants [12]. Like dicotyledons such as *P. trichocarpa* [12] and *Juglans regia* [28], *E. japonicas* has members of all four subfamilies. The homology of the *EjTIFY* genes and phylogenetic analyses with other species can help predict the potential functions of these genes [44]. Transgenic *A. thaliana* with AtJAZ1 and AtJAZ2 showed greater salt tolerance than did wild-type plants [27]. The overexpression of *OsJAZ9* in *O. sativa* can improve *O. sativa’s* tolerance to salt stress [10]. *MdJAZ15* and *MdPPD1* are upregulated under salt stress in *M. domestica* [32], so it can be hypothesized that the homologous genes *EjJAZ16* and *EjPPD1* may also affect the expression of these genes in *E. japonica* under salt stress.

In this study, the number of proteins identified from the *E. japonica* genome, 26, was greater than the TIFY proteins in *P. persica* [2], *A. thaliana* [4], *P. trichocarpa* [12], *O. sativa* [10], and *V. viniferas* [7]; however, it was less than that in *M. domestica* [11], *G. max* [26], *Manihot esculenta Crantz* [43], and *Brassica napus* [45]. Gene duplication events are the main drivers of rapid gene family expansion and evolution. In this study, there were only two pairs of tandem duplication events and 13 pairs of fragment duplication events. This typical type of low tandem frequency and high segmental duplication is consistent with the findings of existing studies [46]. Previous studies have shown that function and expression patterns of segmental repeat genes are usually similar [47, 48]. In the present study, the expression patterns of the segmental repeat gene pairs were not identical, unlike previous studies. 

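Under salt stress, the members of 10 of the 15 duplicated *EjTIFY* pairs responded differently, 9 of the 13 segmental pairs and 1 of the 2 tandem pairs. These pairs are not independent, because genes such as *EjJAZ4*, *EjJAZ2*, *EjJAZ16* and *EjJAZ5* each belong to more than 1 of the pairs that differed. The largest differences involved *EjJAZ4*, whose log2 fold change exceeded that of *EjJAZ1* by 2.42 (SE 0.22, adjusted p = 1.1e-07 from limma), while those of *EjJAZ2* and *EjJAZ3* minus that of *EjJAZ4* came to -3.47 and -3.01. In the tandem pair *EjJAZ5*/*EjJAZ6* the difference was -2.27 (SE 0.23, adjusted p = 3.2e-07 from limma), and in *EjJAZ9*/*EjJAZ8* it was -1.48 (SE 0.16, adjusted p = 8.5e-07). Smaller differences were found for *EjJAZ2*/*EjJAZ1* (-1.05), *EjJAZ16*/*EjJAZ14* (1.00), *EjJAZ16*/*EjJAZ15* (0.80), *EjTIFY2*/*EjTIFY1* (-0.75) and *EjJAZ7*/*EjJAZ5* (0.55). *EjJAZ3*/*EjJAZ2* (0.46, SE 0.28, adjusted p = 0.16), *EjZML3*/*EjZML5* (0.29), *EjJAZ15*/*EjJAZ14* (0.20), *EjZML2*/*EjZML1* (0.17, SE 0.17, adjusted p = 0.38) and *EjJAZ12*/*EjJAZ11* (-0.13) did not pass the test. The difference was tested within libraries with limma over the 15 pairs, so that it does not depend on the scaling of the libraries except through the pseudocount. With a pseudocount of 0.1, *EjJAZ2*/*EjJAZ1* differed by -1.76, and *EjJAZ3*/*EjJAZ2*, which still did not pass, by 1.16 (0.28 with median-of-ratios scaling and 0.29 with FPKM). The call of *EjJAZ7*/*EjJAZ5* was lost without T replicate 2 (0.43), *EjJAZ3*/*EjJAZ2* passed without CK replicate 2 (0.84, and 0.086 without CK replicate 3), and without CK replicate 3 *EjJAZ12*/*EjJAZ11* (-0.30) and *EjZML3*/*EjZML5* (0.47) passed. Without CK replicate 2 these latter differences were -0.037 and 0.14, without CK replicate 1 *EjJAZ12*/*EjJAZ11* had -0.048, and *EjZML2*/*EjZML1* had 0.033 without CK replicate 3, 0.10 without T replicate 1 and 0.28 without CK replicate 1. Copies of a pair may share reads where their sequences are alike.

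**Figure D3:**
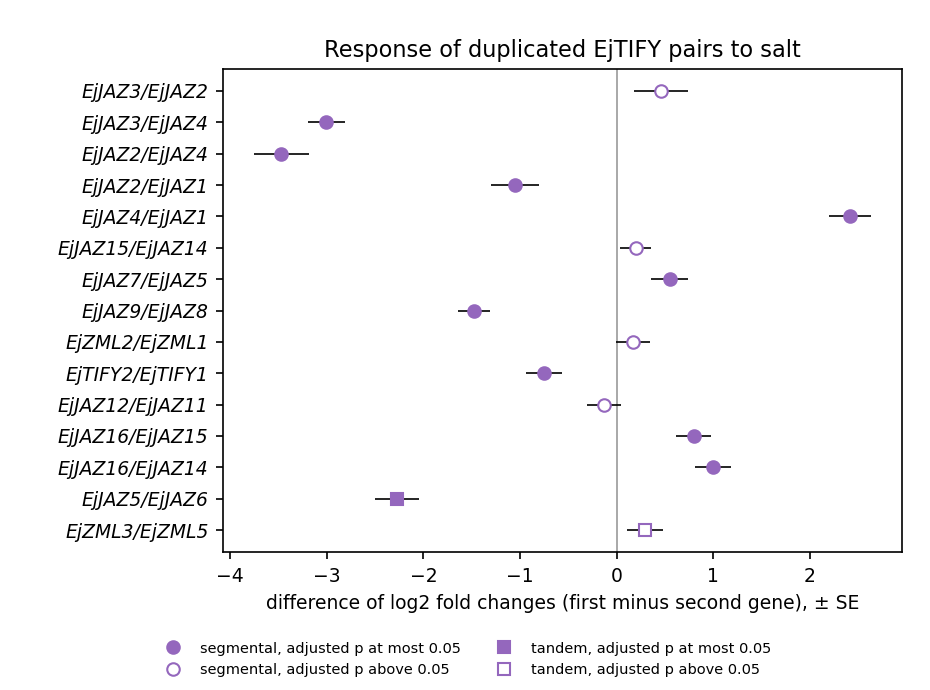
Difference between the log2 fold changes (T over CK) of the 2 genes of each duplicated pair, first minus second gene (horizontal axis), with bars of 1 SE from limma. Circles are segmental pairs and squares tandem pairs; filled symbols have an adjusted p of at most 0.05, and the pairs with *EjJAZ4* lie farthest from 0, from -3.47 to 2.42.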

For the *EjJAZ15*/*EjJAZ16* duplicated gene pair, under temperature stress, *EjJAZ15* was differentially and significantly expressed at both temperatures, whereas the expression of the *EjJAZ16* gene did not significantly differ. The expression patterns of the duplicate gene pairs *EjJAZ2*/*EjJAZ3* differed, while the expression patterns of the gene pairs *EjJAZ1*/*EjJAZ4* and *EjZML1*/*EjZML2* were similar. The various expression patterns among the duplicate gene pairs suggest that the gene pairs may perform different functions [49]. In addition, the strongly purified selection signal detected in the duplicated gene pairs indicates the functional importance of the *EjTIFY* genes. These results suggest that gene duplication events, especially segmental duplications, contributed to the evolution and expansion of the *TIFY* gene family in *E. japonica*.

Plant specificity is usually the result of selective loss or gain of genes during evolution, and it can involve chromosomal rearrangements and fusions, such as three typical exon/intron diversified gene duplications, exon-intron gain/loss, and exon/pseudoexon and insertion/deletion [50]. Except for *EjJAZ12*, *EjJAZ13*, and the genes in the JAZ II subclade, which contain only two exons, the other JAZ genes contain 3–7 exons; the *EjZML* subclade has 6–7 exons, except for *EjZML5* and *EjZML4*, which have 9 and 10 exons, respectively, and we can hypothesize that the reason for the multiple of these genes may be the acquisition of additional exons. The exon/intron arrangement and sequence motif structure are not complex. Motif 4 is present only in *EjZML* subfamily proteins. Most paralogous homologous pairs have similar structures, but some differences may exist. For example, *EjZML5* has nine exons, whereas the paralogous homolog *EjZML4* has ten exons, and evolution explains the existence of homologous structures adapted to different purposes as a result of evolution from a common ancestor and subsequent mutation [51]. The exon/intron and motif structures suggest that some genes may have undergone multiple rounds of chromosomal rearrangements and fusions with a tendency to lose/gain exons because of evolutionary selection with substantial changes in their structure [12].

Abiotic stresses such as low temperature, high temperature, and salt are limiting factors for plant growth and development, and proteins in the *TIFY* family play vital roles in plant stress responses, especially the JAZ subfamily, which plays a role in mediating the stress response. Proteins in the JAZ subfamily are involved in the jasmonate signaling pathway, one of the mechanisms by which plants resist environmental stimuli. JAZ proteins induced by jasmonate play a central role in the JA signaling pathway. JAZ proteins interact with COI1 in the presence of jasmonate to derepress transcription factors and activate the transcription of JA-responsive genes [3, 36]. Thus, members of the JAZ subfamily of TIFY proteins play vital roles in plant growth and development. For example, overexpression of *OsJAZ9* in *O. sativa* significantly enhanced *O. sativa* salt and drought stress tolerance [52]. Overexpression of *MdJAZ2* in *M. domestica* (*Malus domestica*) increased resistance to salt and drought treatments in *A. thaliana* [53]. The expression of *JrTIFY14*, a member of the JAZ subfamily, significantly increased under both high-temperature and salt stress and was greater than that of other genes [26]. The JAZ subfamily in *Zea mays* and *Solanum lycopersicum* responds more strongly to abiotic stress than other subfamilies [54]. The JAZ subfamily of *Populus trichocarpa* was highly expressed in different tissues under different stresses, and *PtJAZ8* was significantly expressed in all tissues. *PtJAZ6*, *PtJAZ7*, and *PtJAZ12* are highly expressed in ligustrum, xylem, and leaf tissues [12]. Seven *DhJAZ* genes were differentially expressed in *Dendrobium huoshanense* under low temperature and drought stress [55]. The JAZ subfamily also exhibited higher expression levels than did the other subfamilies under the four stresses in this study, suggesting that the JAZ subfamily plays a vital role in responding to many environmental stimuli, consistent with previous studies. According to publicly available RNA-seq data analysis, *EjJAZ* subfamily genes were expressed abundantly under different stresses. In contrast, the other TIFY subfamilies exhibited lower expression levels under stress. In addition, qRT-PCR analysis results revealed that the *JAZ* subfamil*y* genes played more vital roles than did the other *TIFY* subfamily genes in response to different stress treatments.

## Conclusion

In this study, the *EjTIFY* gene family was systematically analyzed. Twenty-six *TIFY* genes were identified in the *E. japonica* genome, including 16 in the JAZ subfamily, seven in the ZML subfamily, one in the PPD subfamily, and two in the TIFY subfamily. The phylogenetic relationships, chromosomal localization, duplication events, conserved motifs, and gene structures of these 26 *TIFY* genes were analyzed. In addition, the expression profile analysis of *EjTIFY* showed that some of the genes were regulated by adverse stresses, such as low temperature, high temperature, salt, and gibberellin treatments, suggesting that the *EjTIFY* genes play a vital role in *E. japonica* stress tolerance. In addition, *EjJAZ* genes play a regulatory role in plant growth and development under adverse conditions. *EjJAZ2*, *EjJAZ4*, and *EjJAZ9* respond to plant salt stress resistance, which may enable plants to gain resistance to salt stress through the JA pathway.

## Materials and methods

### Identification and physicochemical properties of the *TIFY* gene family in loquat

To identify *TIFY* family members from the whole-genome sequence of *E. japonica*, the genome sequence and annotation files of *E. japonica* were downloaded from CNGBd (https://db.cngb.org/search/assembly/CNA0019282/). The protein sequences of Arabidopsis, rice, peach, and apple were obtained from this article [2]. First, the TIFY Hidden Markov Model (PF06200) was acquired from the Pfam database (http://pfam-legacy.xfam.org/). Subsequently, the HMM profile was utilized to screen the loquat proteomes using the hmmsearch software in the HMMER package v3.2.0 to identify potential members of the *TIFY* gene family. The TIFY HMMER file was used as the reference sequence to filter out the E-value < 1 × 10^−5^ from the results of protein sequence numbers [56], followed by the downloading of protein sequences of *A. thaliana TIFY* gene family members from the *A. thaliana* genome database TAIR (https://www.arabidopsis.org/index.jsp). Then, the BLASTP program was used to compare the homology of the *E. japonica* genome with the TIFY protein sequences of *A. thaliana* as a reference to screen out the protein sequences with E-value > 1e^−5^, and then the HUMMER search program was subsequently used to compare the protein sequences of the *TIFY* gene family members [57]. Finally, the Conserved Domain Database (CDD) tool of the NCBI database (https://www.ncbi.nlm.nih.gov/cdd) and the online software Pfam (http://pfam.xfam.org/) were used to confirm the presence of the TIFY structural domain [58]. The sequences of nonexistent or incomplete TIFY structural domains were removed from the *E. japonica* TIFY gene family members. The physicochemical properties were analyzed using ProtParam (http://www.expasy.org/tools/protparam.html) online software for molecular weight (MW), isoelectric point (PI), amino acid number, and instability coefficient (aliphatic index) [59]. Finally, subcellular localization was performed using the Wolf Psort (https://wolfpsort.hgc.jp/) online tool.

### Gene structure and conserved motif analysis

TBtools software was used to analyze the gene structure of each gene based on the genome annotation file (gff3) of *E. japonica* [60]. The structural domains were then predicted using the CDD-search online tool (https://www.ncbi.nlm.nih.gov/cdd) from the NCBI database with default parameters [58]. The conserved motifs of TIFY proteins were analyzed using MEME (http://meme-suite.org/) online software [61] to determine the differences among the *EjTIFY* gene family members. Finally, the above results were visualized by TBtools software [60].

### Phylogenetic analysis

The protein sequences of the *TIFY* gene identified from *E. japonica* were merged with those of *A. thaliana*, *O. sativa*, *V. vinifera*, *M. domestica*, and *P. persica*, and sequence comparisons were performed using MAFFT software [62]. Sequence comparison was conducted, and a phylogenetic tree was subsequently constructed by selecting the maximum likelihood (ML) method using IQtree software [63]. Chipplot (https://www.chiplot.online/) online software was used to visualize the evolutionary tree. Finally, the 26 EjTIFY proteins were grouped according to the grouping of *A. thaliana* TIFY proteins [4].

### Analysis of promoter cis-acting elements

The 2,000 bp sequences upstream of the JAZ, PPD, TIFY, and ZML coding DNA sequences were extracted from the genome of *E. japonica* using TBtools software. The sequences were uploaded to the PlantCARE database (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/) [64] for the prediction of cis-acting elements in the promoter regions of *E. japonica* JAZ, PPD, TIFY, and ZML. We referred to Longbo Liu’s method [65] and used RStudio for beautification.

### Chromosome localization and covariance analysis

The chromosomal locations of each JAZ, PPD, TIFY, and ZML member were confirmed using *E. japonica* genome annotation data. The occurrence of gene duplications was assessed by examining both tandem and segmental duplication processes during gene amplification. To understand the amplification pattern of the *EjTIFY* gene family, we analyzed the tandem duplications occurring in the TIFY gene family using the multicollinear tool MCScanX [66]. We selected the NG method to compute the nonsynonymous substitution rate (Ka), the synonymous substitution rate (Ks), and the selection pressure Ka/Ks for each pair of duplicated genes. Numerous studies have shown that two neighboring genes are considered tandem duplicates [20]; tandemly duplicated gene pairs with Ka/Ks > 1 are positively selected, and Ka/Ks = 1 are neutrally evolved; Ka/Ks < 1 is considered to be subject to purifying selection.

### Expression analysis of gibberellin-induced loquat tissues

Plant flower formation is influenced by many endogenous and exogenous factors, which form a very complex regulatory network. It can accurately respond to internal and external signals and integrate them to ensure that plants flower at a favorable time and reproduce successfully [67]. One of the vital hormones affecting plant flowering is gibberellin [68]; therefore, in this study, we downloaded the transcriptome data of *E. japonica* leaves and buds induced by gibberellin from the NCBI database according to the accession numbers in published papers, which were used to explore the vital genes affecting *E. japonica* flowering (Table 1).

**Table 1:** Sources of transcriptome data

Accession	Stress	CK/T	Time	Replicate	Resource
PRJNA623262	Low temperatures	Room temperature	24 h	3	NCBI
		-1 ℃ and − 3 ℃	24 h		
PRJNA762417	High temperatures	0 min	40 ℃	3	NCBI
		60 min and 90 min	40 ℃		
GSE249070	Salt stress	0 mg/L	10 d	3	Research group experiments
		200 mg/L	10 d		
PRJNA729650	Leaves and shoots treated with GA	0 mg/L	3 m	3	NCBI
		300 mg/L	3 m		

### Plant materials and treatments

In this paper, the seeds of *E. japonica* from Mengzi, Yunan, China, were selected, and sterile live plants were obtained via histoculture; the plants were subsequently transplanted outdoors for expansion. The plants were subjected to salt stress treatment after they grew into complete plants. In the previous research of this research group, 200 mmol/L NaCl [69] was selected to treat the loquat seedlings, which was recorded as T, and clear water was used as the control, which was recorded as CK. Three biological replicates were set up for each treatment, and the treated samples were quickly stored in a liquid nitrogen environment at -80 °C and sent to Noemi Metabolism Ltd.　(Zhejiang, Suzhou, China)　for RNA extraction. Then, the libraries were constructed for sequencing after quality inspection.

### Expression analysis of the *E. japonicaTIFY* gene under abiotic stresses

To understand whether the *EjTIFY* gene functions under various abiotic stresses and to explore its expression regulation pattern, we analyzed the *EjTIFY* gene under three abiotic stresses (salt, low temperature, and high temperature). The transcriptome data were downloaded from the NCBI database according to the accession number (Table 1).

To avoid excessive adapters and low-quality data in the transcriptome data, we used Trim-Galore and Trimmomatic software to remove adapters and filter low-quality data, used FastaQC to check the quality of the data, and finally ensured that the q-value of all the transcriptome data was greater than 30. The reads of the QC-passed transcripts were localized to the reference by the hisat2 genome (JFZ genome) [70], the reads were counted with the reference genome using the featuremts toolkit of Rsubread software, the fragments per kilobase of exon model per million mapped fragments (FPKM ) for each gene were calculated, and finally, the expression of each gene was quantified [71]. To make the gene expression estimated from different experiments comparable, we chose the most common gene expression normalization method to calculate the TPM value of each gene, which can integrate the effects of sequencing depth and gene length on read counts and normalize the expression of each gene. Based on log_2_ (TPM + 1) values, TBtools was used to map and analyze the expression patterns of *EjTIFY* gene family members under abiotic stress and in gibberellin-induced *E. japonica* tissues [60].

In addition, we used DESeq2 software for differential expression gene analysis [72]. The p-value of the differential test was corrected for multiple hypothesis testing, and the threshold value of the p-value was determined by controlling the false discovery rate (FDR). While obtaining the FDR value of the differential test, the differentially expressed multiple of the genes among different samples was calculated based on the expression of the gene (fold change). We defined genes with a fold change ≥ 2 and *p* ≤ 0.05 as differentially expressed genes (DEGs).

### GO and KEGG enrichment analysis

The protein sequences of 26 *TIFY* genes of *E. japonica* were submitted to the EggNOG-MAPPER database (http://eggnog-mapper.embl.de/) for gene functional annotation [34, 73]. The obtained results were analyzed by GO enrichment in TBtools and plotted and visualized with the online tool ChiPlot (http://www.chiplot.online/) for plotting and visualization [60].

### Validation of salt stress via qRT-PCR in loquat

The total RNA of *E. japonica* was extracted according to the instructions of the DP43 kit, and cDNA was synthesized with the FastKing RT Kit, a reverse transcription kit. The cDNA template was added to the reaction system by real-time PCR using an ABI7500 instrument. The reaction system included 10 µL of Power qPCR PreMix, 0.5 µL of forward and reverse primers, and 1 µL of diluted cDNA template. The reaction program was as follows: 95 °C for 10 min, 95 °C for 10 s, and 60 °C for 40 s, for 42 cycles. We used actin as an internal reference gene for the experiment. The results of the experiments were used to calculate the relative expression of the genes using the 2^−ΔΔCt^ method [74]. Statistical analysis was performed using SPSS, and *p*-values were calculated using independent samples t-tests [75]. All primers used are listed in the Supplementary Table S1.

### Supplementary Information

Supplementary Material 1: **Table S1.** All primers. 

Supplementary Material 2: **Table S2.** Identification of EjTIFY genes and analysis of their physicochemical properties.

Supplementary Material 3: **Table S3.** EjTIFY Duplicate Genes Pair Ka/ ks Values.

## Data Availability

RNA-Seq data under abiotic stress conditions can be found under accession numbers PRJNA623262, PRJNA762417, and PRJNA729650. RNA-Seq data under salt stress can be found under accession number GSE249070 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249070). The RNA-Seq data are publicly available at the National Center for Biotechnology Information. The other data presented in this study are available in the Supplementary Information.

## Abbreviations

ZIM: Zinc-finger protein expressed in inflorescence meristem
JA: Jasmonic acid
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
Chr: Chromosome
DEG: Differentially expressed gene
HMM: Hidden Markov model
FDR: False Discovery Rate
Ka: Nonsynonymous
Ks: Synonymous
CDS: Coding sequences
TPM: Transcripts Per Kilobase of exon model per Million mapped reads
qRT-PCR: Quantitative real time-PCR
MW: Molecular weight

How the deposited data were processed for this re-analysis (not part of the article)

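RNA sequencing of *E. japonica* leaves was analysed from 9 libraries in 3 groups of 3 replicates: watered controls (CK), plants treated with 200 mmol/L NaCl (T in the paper, ST here) and plants given 150 µmol/L melatonin before the same NaCl treatment (MTST), all on day 10. The paper reports CK and T, so results for MTST are given only among the additional observations, although its libraries entered the filter and the fit of all comparisons. Each library was assigned from its label, and all sample columns of the expression table were mapped. Table 1 of the paper gives the dose as 200 mg/L. The low-temperature, high-temperature and gibberellin experiments and the qRT-PCR were not analysed here.

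The authors trimmed the reads with Trim-Galore and Trimmomatic, aligned them with HISAT2 to the JFZ loquat genome, counted them with Rsubread and deposited FPKM values per gene. The paper cites a publication for this genome, and names an assembly at CNGBdb as the source of the sequences for its search for family members. The versions of these tools are not given in the sources used here, nor is whether reads shared by several genes were counted or whether that assembly was the one used for the alignment. The authors' deposited table also holds their own DESeq2 comparisons, with a log2 fold change and a p-value for each gene. For CK and ST, 34.6% of these p-values are above 0.5, as unadjusted p-values would be. The table gives GO terms for 18531 genes and KEGG maps for 7277, but no gene names, orthology numbers or descriptions. TIFY names were taken from Table S2, which pairs the 26 names with gene identifiers, and duplicate pairs from the table of Ka/Ks values.

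FPKM was rescaled here to TPM. A gene's FPKM values are whole multiples of the value of 1 read, which allowed a gene length and whole read numbers to be recovered for 31458 of the 31458 genes above 0 (lengths of 60 to 20000 bases searched, tolerance 1e-05 reads). The recovered reads add up to 99.979% to 99.984% of the library totals. For genes with few reads, the recovered length and reads could both be off by a common factor. MTST libraries had 13474045 to 14468499 reads (median 13991364). A gene with a TPM of 1 and the median length of 1466 bases is thus seen through few reads, and the detection of such genes is limited by depth.

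Expression was compared on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with a mean-variance trend), over the 23641 genes with a TPM of at least 1 in at least 3 libraries, in 1 fit of all 9 libraries with the group as the only term. Genes were counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05, with a fold change of at least 2 where a count of differentially expressed genes is given. Fold changes are on the log2(TPM + 1) scale and understate the change of weakly expressed genes. Gene sets were tested with limma's camera (preset correlation 0.01, and with an estimated correlation), and duplicate pairs with limma on the difference of the 2 genes within each library. Limma's fry was also run on the subfamilies. Its unadjusted upward p-values were 0.12 (JAZ) and 0.0091 (other subfamilies), and those for changes in either direction were 3.7e-06 and 3.8e-06. Fry does not compare a set with other genes, and most genes rose on this scale. The comparison of the JAZ with the other subfamilies used 100000 permutations of genes. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

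The samples, tests, gene lists, settings and the rule for the genes to be named were fixed before the data were examined. The rule covered the 26 TIFY genes, with full statistics for *EjJAZ2*, *EjJAZ4*, *EjJAZ6* and *EjJAZ9*, the members of each described list with the largest changes, and the annotated genes with the largest rises and falls that have a mean TPM of at least 5 and no overlap between the groups. Some steps were changed or added later. Of the 37 fixed gene lists, few could be built as planned, because the table holds no orthology numbers or descriptions, and membership was taken from GO term names and KEGG maps instead, which gave 14 lists with at least 5 tested members. All 123 KEGG maps with at least 5 tested members were added, after some of them had been looked at. A gene description was read as a KEGG map name, and because names are not paired with identifiers, identifiers are printed for only 4 genes beyond the TIFY family and members of lists are not named. Also chosen after the values were seen were limma-voom on the recovered reads, the JAZ comparison with other subfamilies, the MTST comparisons of TIFY genes and lists, and the limit of the full MTST statistics to 4 TIFY genes. A value without a test was called moved when it differed by more than 1 SD of the leave-one-out values, a rule set after a first run.

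Each result was recomputed with a pseudocount of 0.1, without the filter on low values, with FPKM as deposited, with TPM divided by median-of-ratios factors, with only the 2 groups compared, with the replicate number in the fit, with each replicate left out, with the authors' p-values adjusted over the genes tested here, without the minimum fold change and with limma-voom. In simulated data for ST against CK, 34 of 50 genes with a true log2 fold change of 1 and 47 of 50 genes with a true log2 fold change of 2 were called, compared with 6 of 22273 unchanged genes. A raised gene set was called and 0 of 19 random sets were, and 5 of 5 changed pairs and 1 of 10 unchanged pairs were called. The simulated genes rose and fell in near equal numbers around the CK means. False calls under an all-gene shift, such as that on the TPM scale, were therefore not measured. The changed pairs had a log2 fold change of 2 in 1 gene, so smaller differences between pair members were not simulated.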

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

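The tests of library totals, of the abundant and photosynthesis genes, of the melatonin samples and of the reads of single TIFY genes, and the results for KEGG maps and for TIFY genes and gene lists between MTST and ST, with their regroupings, were chosen after the results were seen; the tests of thinned reads and gene length and the regroupings for the other results were set out before.

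The paper does not report the melatonin samples. Between melatonin-pretreated and salt-treated leaves (MTST against ST), 1975 genes changed at least 2-fold with an adjusted p of at most 0.05 from limma, 270 upward and 1705 downward (465 and 1183 with median-of-ratios scaling). Of 10 ways to split these 6 libraries into 3 and 3, 1 gave a count this large, the real one, and the highest other count was 0. Every other split mixes the groups, so that their difference adds to the spread and keeps such counts low. So few splits allow no more to be said. Outside the TIFY family, 4497 genes changed between ST and CK (3695 upward and 802 downward).

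Among genes that the paper does not discuss, 42 of 63 tested genes of the photosystems and photosynthetic electron transport were lower in ST than in CK (48 with median-of-ratios scaling). Each of the 6 tested genes annotated with ethylene synthesis activities was lower in MTST than in ST (also 6 with median-of-ratios scaling).

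Most genes rose under salt on the TPM scale, with a median log2 fold change of 0.41 (0.38 to 0.45 over pairs of 1 ST and 1 CK library). Gene length is argued against as the whole cause, since the median was 0.39 or more in each of 5 groups of genes by length. Library totals are already divided out by TPM, which gives every library the same sum, so comparing them adds little. No ST total differed from a CK total by more than 0.097 on the log2 scale. Thinning the reads to the smallest total (median 0.41) could not decide whether depth matters, because the totals are so close. A smaller share of abundant genes in ST is a candidate explanation that stays open: without the 100 most abundant genes the median was 0.24 (0.21 to 0.26), and without the 202 genes of the photosynthesis, antenna protein and carbon fixation maps it was 0.30 (0.26 to 0.33). These sets share 41 genes, and the maps' genes held 18.3% of TPM in CK, 10.1% in ST and 14.6% in MTST. A technical shift in the makeup of the libraries and a biological loss of photosynthesis transcripts in salt-treated leaves cannot be told apart here, because relative values do not show the total amount of RNA per leaf.

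For 91.3% of the 4499 genes changed by salt, the mean in MTST lay nearer to CK than the mean in ST did. Choosing genes by their change in the shared ST libraries gave 55.2% to 59.2% in 100 simulated MTST groups equal to ST. The highest of these lies 32.1 percentage points below the observed share. This argues against that choice as the whole cause only as far as genes vary independently. Genes that shift together between libraries could widen the simulated range, which was not tested. Leaving out any 1 library gave 91.0% or more, and median-of-ratios scaling gave 89.2%, so neither a single library nor abundant genes carry the pattern. The pretreatment with melatonin is the difference between the groups that the design names, and whether it, the uptake of NaCl or the dose in these pots led to the pattern was not tested. No group was given melatonin without NaCl, so an effect of melatonin itself cannot be separated from an effect on the salt response. Part of the excess over the simulated share may still come from the ST libraries, which enter both comparisons.

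The 4 TIFY genes that the paper calls under salt were looked at for shared and for few reads. A steady share of reads from *EjJAZ5* or *EjJAZ7* assigned to *EjJAZ6* is argued against as the source of its rise. The 95% intervals of the log2 fold changes of *EjJAZ5* and *EjJAZ7* reached 0.65 at most, compared with 1.80 for *EjJAZ6* (95% interval 1.11 to 2.48). Whether any reads were assigned in this way cannot be told from these values. *EjJAZ6* had 9 to 14 reads in CK, where *EjJAZ5* had 644 to 1176, so its level could still include such reads. Counting noise alone is argued against for *EjJAZ2*, because the exact 95% interval of the ratio of its shares of the library totals ended at 0.498. Differences between plants stay open for *EjJAZ2*, whose call ends without T replicate 2 (log2 fold change -0.65), T replicate 3 (-0.87), CK replicate 1 (-0.80) or CK replicate 3 (-0.72). A biological response to salt is the explanation that the design offers, and no further test of it could be made with the deposited data. The paper also measured *EjJAZ2*, *EjJAZ4* and *EjJAZ9* by qRT-PCR and reports trends that match its RNA-seq. Its Fig. 11, read by eye, marks the qRT-PCR difference of *EjJAZ4* as not significant. Those measurements were not analysed here.

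Other splits of the same libraries into 3 and 3, of which there are 10 with the real one, are too few for a share under 0.05 and were counted for each comparison. Each of them mixes the groups, so that the real difference adds to the spread. Counts of changed genes and pairs are thereby kept low, and a count of 0 does not show what chance could give. A value as large as the real one came from 1 split, the real one, for the genes changed between ST and CK (4499, highest other 0), between MTST and CK (2156, highest other 0), for TIFY genes between ST and CK (15, highest other 0) and MTST and ST (7, highest other 0), for duplicate pairs (10, highest other 0) and for KEGG maps (22, highest other 18). The JAZ median's distance from the all-gene median was as large in 2 splits (0.24, highest other 0.43). For gene lists called by camera, 8 splits of ST and CK (2, highest other 5) and 9 splits of MTST and ST (2, highest other 5) gave as many, so a call by camera with its preset correlation can arise in regrouped libraries.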

How the results depend on the processing

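Limma-voom, the MTST counts for TIFY genes and gene lists, the KEGG maps and the comparison of JAZ with other subfamilies were chosen after the data were seen; the other settings were set before.

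Of the summary results recomputed under each setting, 187 kept their direction and their side of the threshold (or stayed within 1.5 times, for counts), 20 moved, 5 no longer passed the threshold (all of them the size of change in JAZ genes) and 2 reversed; of values of single genes, lists and pairs, 739 kept theirs, 45 passed the threshold only in the alternative, 49 no longer passed, 22 reversed and 2 moved. Without the minimum fold change, the genes changed numbered 14993 between ST and CK, 8912 between MTST and ST and 9583 between MTST and CK, by construction. Otherwise these counts were 3673 to 5768, 1579 to 2548 and 1880 to 3044. The TIFY genes changed by salt numbered 11 to 19, the pairs that differed 9 to 12 and the TIFY genes changed between MTST and ST 5 to 9. The direction of the TIFY genes changed by salt moved with the setting. On the TPM scale 12 rose and 3 fell, with median-of-ratios scaling 4 and 10, and with the authors' p-values 2 and 9. Of genes with few reads, such as *EjJAZ10*, depth does not allow a change to be seen.

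The scaling moved directions, because the all-gene median moved with it. The JAZ median of 0.17 was -0.24 with median-of-ratios scaling and -0.24 with limma-voom. The log2 fold changes of *EjJAZ1*, *EjJAZ7*, *EjZML1* and *EjZML5* became -0.24, -0.32, -0.041 and -0.079 with median-of-ratios scaling, -0.24, -0.33, -0.042 and -0.080 with limma-voom, and -0.28, -0.40, -0.082 and -0.13 in the authors' table. Leaving out 1 library gave *EjJAZ7* -0.19 to 0.25.

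For the following the cause was not tested. The difference in size of change between JAZ and other genes (0.42) no longer passed with a pseudocount of 0.1 (0.47), without the filter (0.35) or with limma-voom (0.47), and was 0.38 to 0.45 with 1 library left out. The 2 lists called by camera between ST and CK became 1 with an estimated correlation, 4 with median-of-ratios scaling, 4 with limma-voom and 1 to 3 with 1 library left out. The 22 KEGG maps became 0 with an estimated correlation, and were 17 to 25 in the other settings. Relative to all genes, the list medians near 0 changed sign: the potassium channels to -0.12 and the histone demethylase terms to 0.061, and the ribosome to 0.036, without the filter; with 1 library left out these ran from -0.018 to 0.14, from -0.070 to 0.0099 and from -0.10 to 0.00048, and the flavonoid list from -0.40 to 0.015 (0.014 without ST replicate 2). The share of salt-changed genes nearer to CK in MTST was 90.3% with a pseudocount of 0.1, 89.2% with median-of-ratios scaling, 87.7% with limma-voom and 91.0% to 92.2% with 1 library left out. The correlation over genes of the MTST-ST with the ST-CK changes (-0.68) was -0.66 with a pseudocount of 0.1, -0.69 without the filter, -0.66 with limma-voom and -0.69 to -0.66 with 1 library left out.

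With the replicate number as a replicate block, 19 TIFY genes changed between ST and CK (12 upward and 7 downward), compared with 15 without it, the genes changed numbered 4502, and *EjJAZ9* passed between MTST and ST (adjusted p = 0.028). Libraries with the same number did not deviate together (correlations of -0.152 to 0.0831 over 9 pairs), and 3 of 9 libraries correlated best with their own number, so the samples share only a number. The edgeR and DESeq2 alternatives were planned for raw counts only and were not run.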

Differences from the paper's values

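The setting with limma-voom was chosen after the values were seen, the others before the data were examined.

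The paper's count of *EjTIFY* genes significantly differentially expressed under salt stress is 4, at a fold change of at least 2 and p of at most 0.05. It came from DESeq2, and the deposited log2 fold changes of *EjJAZ2* and *EjJAZ9* are -1.99 and -1.05. Fold changes here were measured otherwise, on TPM and the log2(TPM + 1) scale. At a fold change of at least 2 on that scale, 2 were found here, *EjJAZ4* and *EjJAZ6*, whether p was adjusted over the genes tested or not. *EjJAZ2* changed by less than 2-fold on the log2(TPM + 1) scale (log2 fold change -0.88, adjusted p = 0.021 from limma), and so did *EjJAZ9* (-0.56), which met p of at most 0.05 only without adjustment (adjusted p = 0.068 from limma). The counts that follow use adjusted p. The count was 4, with *EjJAZ2* and *EjJAZ9* downward, with the authors' deposited p-values adjusted over the genes tested here, the one setting in which *EjJAZ9* passed both thresholds. It was within 1.5 times the paper's with a pseudocount of 0.1 (3), median-of-ratios scaling (3), without ST replicate 1 (3), without CK replicate 1 (3) and without CK replicate 2 (4, of which 3 rose), and also with limma-voom, chosen after the values were seen (3, which leaves out *EjJAZ9*). In these settings *EjJAZ2* passed both thresholds with a pseudocount of 0.1 (-1.59), median-of-ratios scaling (-1.10), limma-voom (-2.11), without ST replicate 1 (-1.13) and without CK replicate 2 (-1.13), whereas *EjJAZ8* was added without CK replicate 1 (1.02) and without CK replicate 2 (1.06). It was 2 without the filter on low values, with FPKM as deposited, with only the 2 groups compared, with the replicate block, and without ST replicate 2, ST replicate 3 or CK replicate 3. Without a minimum fold change, *EjJAZ9* passed with FPKM as deposited (-0.63), median-of-ratios scaling (-0.97), limma-voom (-0.98), the replicate block (-0.56), and without ST replicate 1 (-0.75) or CK replicate 3 (-0.81).

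The paper describes most JAZ genes as upregulated by salt. Here 9 of 15 tested JAZ genes had a positive log2 fold change on the TPM scale and 6 passed the test upward, while with median-of-ratios scaling 7 were positive and 3 passed upward. The paper describes the expression of *EjJAZ1* and *EjJAZ4* as similar and that of *EjJAZ2* and *EjJAZ3* as different, without naming the stress. Under salt, *EjJAZ4* and *EjJAZ1* differed by 2.42 (adjusted p = 1.1e-07 from limma), and *EjJAZ3* and *EjJAZ2* by 0.46 (adjusted p = 0.16 from limma), although the latter was 1.16 with a pseudocount of 0.1 (adjusted p = 0.056 from limma) and 0.28 with median-of-ratios scaling, and passed without CK replicate 2 (0.84) and with the replicate block. *EjZML1* and *EjZML2*, which the paper describes as similar, did not differ by the test (0.17, adjusted p = 0.38 from limma).

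The paper's heatmap (Fig. 8C) shows *EjJAZ7* lower in T, and its log2 fold change here was 0.077 (adjusted p = 0.81 from limma) on the TPM scale and -0.32 with median-of-ratios scaling. In the paper's Fig. 11, read by eye, *EjJAZ9* lies at about 120 in CK and about 38 in T, and its means here were 83.0 ± 24.5 and 55.0 ± 13.0 TPM (SD, n = 3 each). The legend of that figure names no unit for the RNA-seq values. There *EjJAZ2* lies at about 2.6 and 0.4 (here 2.25 and 0.779 TPM), and *EjJAZ4* at about 3 and 22 (here 2.81 and 22.0 TPM). The paper's share of genes for responses to stress and stimuli is 69.23%, from EggNOG on the 26 protein sequences. In the deposited annotation, a separate one made for all genes, the response to stress term is carried by 61.5% (16 of 26). Of the other GO terms, the paper gives equal shares for the intracellular, nucleus and organelle terms, and in the deposited annotation the intracellular term is carried by 23 genes and the others by 22.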

Other observations

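The results for MTST against ST, except the counts of changed genes and the share nearer to CK, and those for KEGG maps were chosen after the data were seen.

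Photosynthesis genes were lower in salt-treated leaves. Of the 63 tested genes of the photosystems and electron transport, 42 fell, 3 rose and 18 did not pass the test (43 and 3 when adjusted over the list alone; 2 rose and 48 fell with median-of-ratios scaling), and the list's median lay at -1.05 relative to all genes (camera, adjusted p = 1.1e-26 over 14 lists, and adjusted p = 0.017 with an estimated correlation). These genes held 6.61% ± 0.262 of TPM in CK and 3.81% ± 0.221 in ST (SD, n = 3 each). In other splits of the CK and ST libraries, camera with its preset correlation gave this list an adjusted p as low as 5.0e-15. That p-value alone therefore cannot show a difference between the groups. The list's median lay at most 0.44 from that of all genes in those splits, which mix the groups, so that part of their difference cancels. Of 27 genes of light-harvesting antenna proteins, 23 fell and 1 rose (camera, adjusted p = 7.3e-19 over 123 maps, and adjusted p = 0.39 with an estimated correlation). Carbon fixation genes went both ways, with 38 up and 42 down of 90 (21 and 46 with median-of-ratios scaling). Of the 84 tested proteasome subunit genes, 77 rose and 1 fell (34 and 2 with median-of-ratios scaling; camera, adjusted p = 2.4e-06, and adjusted p = 0.24 with an estimated correlation). Of 95 phenylpropanoid biosynthesis genes, the route to lignin and other phenolics, 68 rose and 7 fell (55 and 10 with median-of-ratios scaling; camera, adjusted p = 0.016, and adjusted p = 0.58 with an estimated correlation). In all, camera called 22 of 123 maps with its preset correlation and 0 with an estimated one. The genes of the photosystem list make up a map among these 123. The preset of camera assumes weak coupling between genes.

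Among the lists, whose topics were fixed beforehand and whose members were then taken from term names and KEGG maps, 2 of 14 were called between ST and CK, the photosystem list and chlorophyll synthesis (1 up and 2 down of 5, or 0 and 1 when adjusted over the list alone, and 0 and 4 with median-of-ratios scaling; median -0.71 relative to all genes, camera adjusted p = 0.024, and adjusted p = 0.55 with an estimated correlation; the call ended without ST replicate 2, at -0.68, or CK replicate 3, at -0.64). Of the 6 tested genes annotated with 1-aminocyclopropane-1-carboxylate synthase or oxidase activity, which make ethylene, 5 rose and 1 fell, with a median log2 fold change of 2.52 (camera, adjusted p = 0.14, and adjusted p = 0.53 with an estimated correlation; 0.018 with median-of-ratios scaling and 0.028 with limma-voom, within 0.018 to 0.18 over the settings tried). Relative to all genes, the median of this ethylene list was 2.11, and 1.00 to 3.35 over the settings tried. The 5 tested genes of proline dehydrogenase and pyrroline-5-carboxylate reductase all rose (2 with median-of-ratios scaling, and camera adjusted p = 0.18 for the list). Other lists were not called by camera with all libraries on the TPM scale: trehalose synthesis (4 up and 3 down of 9, or 3 and 4 with median-of-ratios scaling), potassium channels (15 and 1 of 25, but 5 and 7 with median-of-ratios scaling), superoxide dismutase, catalase and ascorbate peroxidase (8 and 2 of 17, but 3 and 5 with median-of-ratios scaling), phenylalanine ammonia-lyase and cinnamate hydroxylase (4 and 1 of 7, or 6 and 1 when adjusted over the list alone), chalcone synthase and anthocyanidin reductase (1 and 1 of 7, or 0 and 2 with median-of-ratios scaling), histone demethylases (12 and 1 of 23, but 3 and 1 with median-of-ratios scaling), heat shock protein binding (11 and 5 of 27, but 1 and 12 with median-of-ratios scaling, under which camera called it with an adjusted p of 0.027, within 0.027 to 0.19 over the settings tried; on the TPM scale the adjusted p was 0.56 with an estimated correlation), chitinases (4 and 2 of 7, or 4 and 3 with median-of-ratios scaling) and the ribosome (195 and 18 of 328, but 48 and 73 with median-of-ratios scaling; camera called it without ST replicate 1, with an adjusted p of 0.0497, compared with 0.22 with all libraries). Of 3 tested genes of 9-cis-epoxycarotenoid dioxygenase, the committed step to abscisic acid, 1 rose and 1 fell (0 and 2 with median-of-ratios scaling). Of 4 genes of chlorophyll breakdown, 2 rose and 0 fell (3 and 0 when adjusted over the list alone, but 0 and 1 with median-of-ratios scaling). Both lists are too small for a list test.

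The gene identifiers are not paired with names in the files. Ej00025213, on the maps of MAPK signaling and of amino sugar and nucleotide sugar metabolism, had 0.0253 ± 0.0438 TPM in CK and 264 ± 25.6 TPM in ST (SD, n = 3 each). Its log2 fold change was 8.01 (adjusted p = 8.5e-09 from limma). Ej00073557, on the linoleic acid metabolism map, rose by 7.43 (adjusted p = 1.5e-04 from limma), a call that ended with limma-voom, although the log2 fold change there was 12.36 (adjusted p = 0.23, the highest of the settings tried, the lowest being 7.8e-05, with log2 fold changes of 6.85 to 12.36). Ej00029203, on the phagosome map, fell from 63.9 ± 36.5 to 1.88 ± 0.479 TPM (SD, n = 3 each; log2 fold change -4.29, adjusted p = 1.8e-05 from limma), and Ej00034194, on the galactose metabolism map, had a log2 fold change of -4.10 (adjusted p = 1.7e-07 from limma).

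In melatonin-pretreated leaves (MTST), 7 TIFY genes were lower than in ST, *EjJAZ3* (log2 fold change -0.99), *EjJAZ4* (-1.61), *EjJAZ6* (-1.83), *EjJAZ8* (-1.79), *EjJAZ11* (-0.54), *EjJAZ12* (-0.59) and *EjJAZ13* (-1.39), and none was higher (limma, adjusted p of at most 0.05). Of all 23641 tested genes, 7045 were lower and 1867 higher at this adjusted p without a minimum fold change. With median-of-ratios scaling, 5 TIFY genes were lower, without *EjJAZ11* and *EjJAZ12*, and *EjTIFY2*, *EjZML1* and *EjZML4* were higher. *EjJAZ4* had 6.54 ± 1.73 TPM and *EjJAZ6* had 2.89 ± 1.56 TPM in MTST (SD, n = 3 each; adjusted p = 5.3e-04 and 0.0018 against ST from limma). *EjJAZ2* (0.63, adjusted p = 0.11 from limma) and *EjJAZ9* (-0.59, adjusted p = 0.086 from limma) did not pass the test, although *EjJAZ2* did without ST replicate 1 (0.87), and its value was 0.39 without ST replicate 2. For *EjJAZ2*, the log2 fold change was 1.52 with limma-voom (adjusted p = 0.075 from limma-voom) and 1.35 in the authors' table. Over the settings tried, the adjusted p of *EjJAZ9* was 0.028 to 0.41. The photosystem list rose, with 40 of 63 genes higher and 8 lower (44 and 9 when adjusted over the list alone; camera, adjusted p = 8.6e-21, and adjusted p = 0.030 with an estimated correlation), and its share of TPM was 5.35% ± 0.234 (SD, n = 3). The ethylene synthesis list fell, with a median log2 fold change of -2.17 (camera, adjusted p = 9.9e-05, and adjusted p = 0.030 with an estimated correlation). Relative to all genes its median was -1.95, and -3.22 to -1.03 over the settings tried. In other splits of the MTST and ST libraries, camera with its preset correlation gave lower ends of the adjusted p of 3.0e-09 (photosystem list) and 0.047 (ethylene list). Of the 3 genes of 9-cis-epoxycarotenoid dioxygenase, 3 were lower (2 with median-of-ratios scaling), with a median log2 fold change of -1.45, compared with -0.22 for all genes.

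Between MTST and CK, 2156 genes changed, 1413 upward and 743 downward (984 and 1061 with median-of-ratios scaling). Of the genes that rose with salt, 1278 fell in MTST against ST, compared with 267 for independent lists, and of those that fell with salt, 147 rose, compared with 9.16. In the same direction 8 rose in both (42.2 for independent lists) and 13 fell in both (57.8). Over the tested genes, the correlation of the MTST-ST with the ST-CK changes was -0.68 (simulated -0.14 to -0.08; genes are not independent replicates), and the covariance was -0.328 compared with a simulated -0.0186, a difference of -0.309. The ST libraries enter both comparisons and could not be split into separate sets of at least 2, so part of the excess over these values may come from them, and the correlation was -0.66 with limma-voom.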
